# KAT6B is required for histone 3 lysine 9 acetylation and SOX gene expression in the developing brain

**DOI:** 10.26508/lsa.202402969

**Published:** 2024-11-13

**Authors:** Maria I Bergamasco, Waruni Abeysekera, Alexandra L Garnham, Yifang Hu, Connie SN Li-Wai-Suen, Bilal N Sheikh, Gordon K Smyth, Tim Thomas, Anne K Voss

## Abstract

Heterozygous mutations in the histone lysine acetyltransferase gene *KAT6B* (*MYST4/MORF/QKF*) underlie neurodevelopmental disorders, but the mechanistic roles of KAT6B remain poorly understood. Here, we show that loss of KAT6B in embryonic neural stem and progenitor cells (NSPCs) impaired cell proliferation, neuronal differentiation, and neurite outgrowth. Mechanistically, loss of KAT6B resulted in reduced acetylation at histone H3 lysine 9 and reduced expression of key nervous system development genes in NSPCs and the developing cortex, including the SOX gene family, in particular *Sox2*, which is a key driver of neural progenitor proliferation, multipotency and brain development. In the fetal cortex, KAT6B occupied the *Sox2* locus. Loss of KAT6B caused a reduction in *Sox2* promoter activity in NSPCs. *Sox2* overexpression partially rescued the proliferative defect of *Kat6b*^−/−^ NSPCs. Collectively, these results elucidate molecular requirements for KAT6B in brain development and identify key KAT6B targets in neural precursor cells and the developing brain.

## Abstract (precis)

Heterozygous mutations in the MYST family histone lysine acetyltransferase, KAT6B, cause intellectual disability disorders. This study identifies the histone and gene targets of KAT6B which include SOX2, a master regulator of neural stem and progenitor cells.

## Introduction

Genetic mutations in epigenetic regulators commonly underly intellectual disability disorders (Kleefstra et al, 2014; Kochinke et al, 2016). One of the most abundant epigenetic modifications is histone lysine acetylation, catalyzed by lysine acetyltransferases (KATs) and associated with transcriptional activation. Heterozygous mutations in the MYST family histone lysine acetyltransferase gene, *KAT6B* (*MYST4/QKF/MORF*) cause the Say-Barber-Biesecker-Young-Simpson variant of Ohdo syndrome, Genitopatellar syndrome, and similar disorders (Clayton-Smith et al, 2011; Campeau et al, 2012; Simpson et al, 2012), defined by a global development delay and cognitive impairment.

The *Kat6b* mRNA expression pattern has been extensively studied throughout development in mice. Unlike many chromatin regulators, *Kat6b* is subject to significant regulation at the mRNA level. *Kat6b* mRNA levels are low at embryonic day 9.5 (E9.5) but become up-regulated from E10.5, with substantial increases observed during cerebral cortex development from E11.5 and peaking in the E15.5 cortex (Thomas et al, 2000). Despite declining during neuronal differentiation, mRNA levels remain elevated in the subventricular neurogenic proliferation zone at E17.5, as well as on postnatal days 0, 1, 7, 14, 21, and in adulthood (Thomas et al, 2000; Merson et al, 2006). Congruently, *Kat6b* promoter activity is high during adult neurogenesis in the neural stem cell (NSC) population and gradually decreases as cells differentiate (Sheikh et al, 2012). Beyond the developing and adult brain, *Kat6b* mRNA levels are also elevated in developing facial structures, including the E11.5 and E12.5 frontal nasal and maxillary processes, the E15.5 eyelids, and in tooth primordia (Thomas et al, 2000; Clayton-Smith et al, 2011; Kraft et al, 2011). Elevated *Kat6b* mRNA or promoter activity were also observed in the anterior aspects of the developing limb bud at E10.5 and E11.5, limb skeletal elements at E12.5, E14.5, and E15.5 (Clayton-Smith et al, 2011; Kraft et al, 2011) and in rib/intercostal structures (Kraft et al, 2011).

Consistent with strong *Kat6b* expression in the developing cerebral cortex, embryos, fetuses and mice deficient in *Kat6b* mRNA displayed defects in cortex development. A reduction in the number of proliferating cells in the dorsal telencephalon at E11.5 and reduced numbers of differentiating cells in the developing fetal cerebral cortex were observed, but the rate of cell death was not affected by KAT6B status (Thomas et al, 2000). Consequently, *Kat6b* deficient mice have a small cortical plate during development and a small cerebral cortex in adulthood with fewer *Otx1*-positive large cortical pyramidal neurons in cortical layer V and fewer GAD67-positive interneurons in the cortex (Thomas et al, 2000), as well as fewer NSCs in the subventricular zone, a reduced number of migrating neuroblasts in the rostral migratory stream and smaller olfactory bulbs (Merson et al, 2006). Furthermore, *Kat6b* deficient NSCs isolated from the adult mouse brain display impaired self-renewal and neuronal differentiation (Merson et al, 2006). Despite this clear requirement for KAT6B in the developing and adult brain and in NSCs, how KAT6B controls neural development and progenitor activity remains poorly understood at the molecular level.

NSCs are multipotent cells that can be isolated from the developing and adult brain. In vitro, these cells form a heterogeneous population comprising NSCs and partially or completely lineage restricted progenitor cells, collectively referred to as neural stem and progenitor cells (NSPCs). NSCs and neural precursor cells give rise to the cellular diversity of the developing and adult nervous system (reviewed in Kriegstein and Alvarez-Buylla [2009]). NSCs must sustain adequate self-renewing divisions whilst also committing to neuronal or glial lineages as required. During differentiation, NSCs undergo extensive changes in gene expression, activating lineage-specific gene expression programs and silencing stem cell-associated genes. Various epigenetic mechanisms have been documented to control these processes (Yoon et al, 2018). For example, the histone methyltransferases EZH2, EHMT1, EHMT2, and DOT1L inhibit premature NSPC differentiation in a cell-based model (Ciceri et al, 2024). More specifically, DOTL1 restricts neural progenitor differentiation by ensuring the access of the stem cell transcription factor SOX2 to its target genes, thereby promoting the stem cell transcription program (Ferrari et al, 2020). The histone methyltransferase MLL1 maintains positional information of NSCs (Delgado et al, 2020), and the histone acetyltransferase KAT7 is essential for de novo gene activation during neuronal differentiation (Kueh et al, 2023). These examples underpin the importance of epigenetic control in brain development and NSCs function.

Despite the well-documented importance of KAT6B in brain development, the molecular function of KAT6B in neural cell types, including histone acetylation and gene targets, have not been reported. Using *Kat6b* loss and gain of function mice, as well as epigenomic and transcriptomic profiling, we report here that KAT6B controls neural precursor cells through the activation of key developmental control genes, including *Sox*2.

## Results

### KAT6B is essential for histone H3 lysine 9 acetylation

To investigate molecular targets of KAT6B during mouse development, we used *Kat6b* mutant mice (*Kat6b*^*–*^ [Bergamasco et al, 2024a, 2024b]), which lack exons 2–12 of the endogenous *Kat6b* gene, and *Kat6b* BAC transgenic mice (*Tg(Kat6b)* [Bergamasco et al, 2024a]) which overexpress *Kat6b* ∼4.5-fold above endogenous levels. The presence of the *Tg(Kat6b)* transgene rescues the hematopoietic defects of *Kat6b*^*−/−*^ mice (Bergamasco et al, 2024a), showing that the *Tg(Kat6b)* transgene produces functional KAT6B protein.

At embryonic day 12.5 (E12.5), a stage at which KAT6B is highly expressed (Thomas et al, 2000), *Kat6b*^*+/−*^ and *Kat6b*^*−/−*^ mutant embryos were externally indistinguishable from wild-type controls (*Kat6b*^*+/+*^; Fig 1A). Both genotypes were observed at expected Mendelian ratios in utero; however, *Kat6b*^*−/−*^ mice were not present at weaning (3 wk of age; *P* < 10^−6^; Fig S1A) and *Kat6b*^*+/−*^ animals were 18% underrepresented at weaning compared with controls (*P* = 5 × 10^−6^; Fig S1B), indicating that haploinsufficiency for *Kat6b* impairs survival in early life.

**Figure 1.**
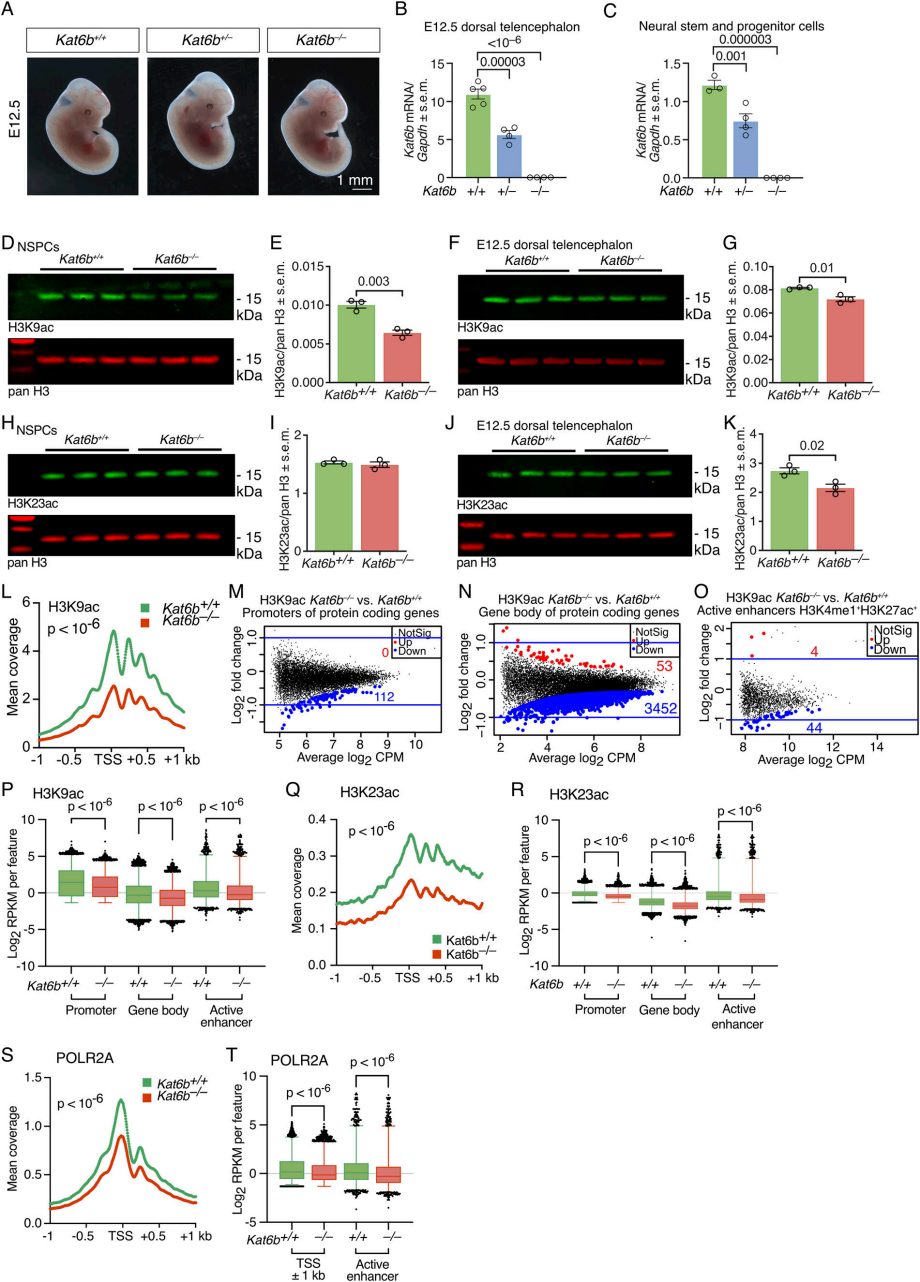
Effects of *Kat6b* deletion on histone acetylation and RNA polymerase II occupancy. **(A)** Representative images of E12.5 *Kat6b*^*+/+*^, *Kat6b*^*+/−*^ and *Kat6b*^*−/−*^ embryos. Scale bar 1 mm. **(B, C)** RT-qPCR detecting *Kat6b* mRNA levels in *Kat6b*^*+/+*^, *Kat6b*^*+/−*^, and *Kat6b*^*−/−*^ E12.5 dorsal telencephalon (B) and cultured neural stem and progenitor cells (NSPCs) (C), normalized to *Gapdh* mRNA. **(D, E, F, G, H, I, J, K)** Fluorescent Western immunoblots and quantification of H3K9ac (D, E, F, G) and H3K23ac (H, I, J, K) with pan H3 loading control in passage 4–5 *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ E12.5 NSPCs (D, E, H, I) or E12.5 dorsal telencephalon (F, G, J, K). Each lane (D, F, H, J) contains protein from an individual embryo or NSPCs isolated from an individual embryo. Each circle (E, G, I, K) represents one lane of the associated immunoblot. 500 ng (D, F) and 250 ng (H, J) of acid extracted protein were loaded per lane. **(L, M, N, O, P, Q, R, S)** CUT&Tag sequencing results detecting the genomic distribution of H3K9ac, H3K23ac and RNA polymerase II, subunit A (POLR2A) in passage 5 *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ E12.5 NSPCs. N = 4 embryos per genotype. CUT&Tag data were analyzed as described in the methods section. FDR < 0.05 was considered significant. **(L)** Coverage plot of H3K9ac reads across the transcription start site ± 1 kb in *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPCs. **(M, N, O)** Log_2_-fold change versus average log_2_ read count (CPM) of H3K9ac in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs at the promoters (M) and gene bodies of protein coding genes (N) or active enhancers (O) defined as H3K4me1^+^H3K27ac^+^ in GSM2406793 and GSM2406791 (Bertolini et al, 2019). Regions with significantly reduced H3K9ac shown in blue and increased H3K9ac in red. **(P)** H3K9ac read counts per kilobase per one million reads (RPKM) at promoters and gene bodies of all protein coding genes and active enhancers in *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPCs. **(Q)** Coverage plot of H3K23ac reads across the transcription start site ± 1 kb in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs. **(R)** H3K23ac read counts per kilobase per one million reads (RPKM) at promoters and gene bodies of all protein coding genes and active enhancers in *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPCs. **(S)** Coverage plot of POLR2A reads across the transcription start site ± 1 kb in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs. **(T)** POLR2A read counts across the transcription start site ± 1 kb of all protein coding genes and active enhancers in *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPCs. N = NSPC cultures or E12.5 dorsal telencephalon samples from three to five embryos per genotype (A, B, C, D, E, F, G, H, I, J, K) and from four embryos per genotype (L, M, N, O, P, Q, R, S, T). (B, C, E, G, I, K) Each circle represents tissue or cells isolated from an individual embryo (B, C, E, G, I, K). Data are displayed as mean ± SEM, mean (L, Q, S), log_2_ of the fold-change (M, N, O) or 1–99 percentile plus outliers (P, R, T). Data were analyzed using a one-way ANOVA with Dunnett correction (B, C), an unpaired *t* test (E, G, I, K), as described in the methods section (L, M, N, O, Q, S) or by Kruskal-Wallis test (P, R, T). Source data are available online for this figure.

**Figure S1.**
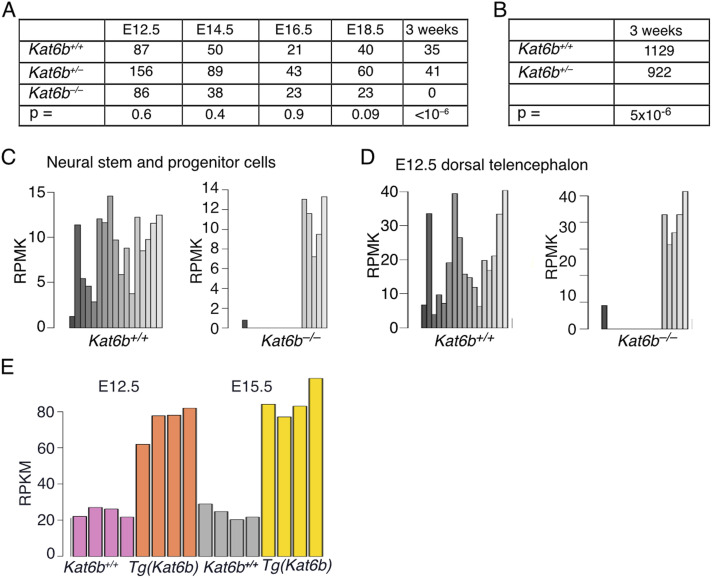
Related to Fig 1: Lethality of *Kat6b*^*−/−*^ mice at birth and underrepresentation of *Kat6b*^*+/−*^ mice at 3 wk of age. **(A)** Number of *Kat6b*^*+/+*^, *Kat6b*^*+/−*^ and *Kat6b*^*−/−*^ embryos and fetuses recovered from *Kat6b*^*+/−*^ x *Kat6b*^*+/−*^ matings at embryonic days 12.5–18.5 (E12.5–E18.5) and at weaning (3 wk of age). *P*-value shown below each time point. **(B)** Number of *Kat6b*^*+/+*^ and *Kat6b*^*+/−*^ animals produced by *Kat6b*^*+/+*^ x *Kat6b*^*+/−*^ matings at weaning. *P*-value shown below each time point. **(C, D)** RNA sequencing reads observed over *Kat6b* exons in *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPCs (C) and dorsal telencephalon tissue (D) demonstrating the effect of deleting exons 2–12 in *Kat6b*^*−/−*^ samples. **(E)** RNA-sequencing read counts of *Kat6b* mRNA in *Kat6b*^*+/+*^ control and *Tg(Kat6b)* E12.5 dorsal telencephalon and E15.5 cortex confirming overexpression of *Kat6b* mRNA. N = 21–1,129 embryos, fetuses and mice as detailed in (A, B) and NSPCs, E12.5 dorsal telencephalon or E15.5 developing cortex isolated from 3–4 embryos or fetuses per genotype (C, D, E). Data are shown as number of embryos (A, B) and read count per kilobase per one million reads (RPKM; (C, D, E)). Data were analyzed by Chi-squared test (A, B) or as described for RNA-sequencing analysis in the methods section (C, D, E).

Compared with WT controls, *Kat6b* heterozygous (*Kat6b*^*+/−*^) and null (*Kat6b*^*−/−*^) samples displayed a 38–48% and 100% reduction in *Kat6b* mRNA, respectively, in E12.5 dorsal telencephalon and NSPCs (*P* < 10^−6^ to 0.001; Figs 1B and C and S1C and D). Conversely, the E12.5 dorsal telencephalon of *Tg(Kat6b)* mice overexpressed *Kat6b* approximately fourfold above endogenous levels (Fig S1E).

To investigate the histone lysine targets of KAT6B during mouse development, we assessed histone acetylation at seven lysines on histone H3 and four lysines on histone H4 by western immunoblotting in whole E12.5 embryos either lacking *Kat6b* (*Kat6b*^*−/−*^) or overexpressing *Kat6b* [*Tg(Kat6b)*]. Of the 11 histone residues examined, H3K9 was the only histone residue at which acetylation levels were reduced in *Kat6b*^*−/−*^ versus control embryos (47% reduction, *P* = 8 × 10^−6^) and increased in *Tg(Kat6b)* versus control embryos (43% increase, *P* = 0.03; Fig S2A and B), as would be expected if KAT6B acetylated this residue. H3K14ac was increased 1.7-fold in *Kat6b*^*−/−*^ versus control embryos (*P* = 2 × 10^−6^) but was unaffected in *Tg(Kat6b)* embryos. Acetylation levels at the other nine histone H3 and H4 lysine residues (H3K4, H3K18, H3K23, H3K27, H3K56, H4K5, H4K8, H4K12, H4K16) were not significantly affected by loss or gain of KAT6B (Fig S2A and B).

**Figure S2.**
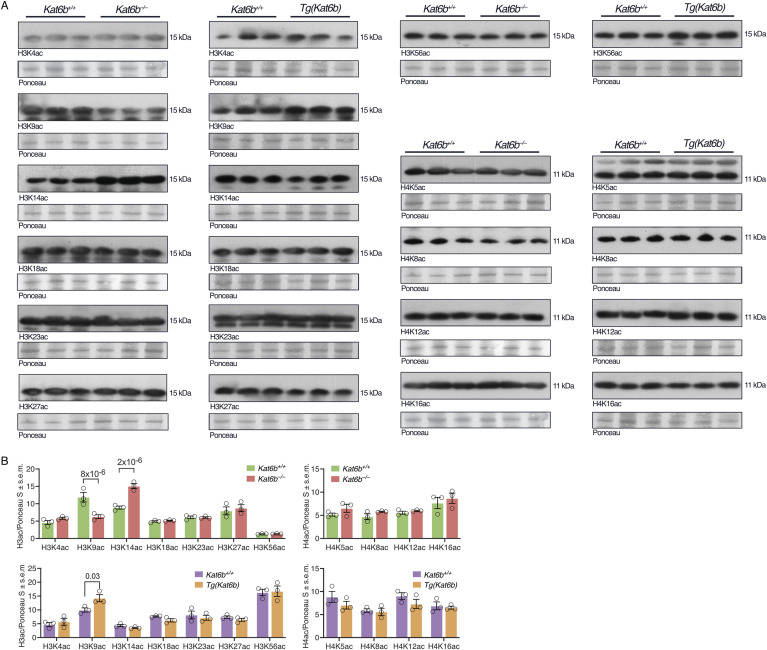
Related to Fig 1: Effects of loss and gain of *Kat6b* on histone acetylation levels in whole E12.5 embryos. **(A)** Western immunoblots detecting acetylated histone H3 and H4 lysine residues as indicated in acid extracted protein from whole E12.5 *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ embryos, as well as *Kat6b*^*+/+*^ and *Tg(Kat6b)* embryos. In the absence of non-interfering pan H3 and pan H4 antibodies, Ponceau S staining is shown as a loading control below each blot. Some immunoblots were probed for an acetylated H3 lysine residue and re-probed for an acetylated H4 lysine residue. These use the same Ponceau S loading control. **(B)** Densitometry quantitation of the blots shown in (A). N = 3 E12.5 embryos per genotype. Each immunoblot lane represents protein derived from an individual E12.5 embryo. 20 μg of acid extracted protein was loaded per lane. Each circle graphs represents one lane of the associated immunoblot (B). Data are presented as mean ± SEM and were analyzed using a two-way ANOVA with Šídák multiple comparison test. Source data are available online for this figure.

Congruent with the findings in whole E12.5 embryos, we found a 36% and 12% reduction in H3K9ac in *Kat6b*^*−/−*^ NSPCs and E12.5 dorsal telencephalon, respectively, compared with control samples (*P* = 0.003 and 0.01; Fig 1D–G). In addition, H3K23ac was reduced by 21% in the *Kat6b*^*−/−*^ dorsal telencephalon compared with control samples (*P* = 0.02), but not significantly changed in *Kat6b*^*−/−*^ NSPCs (Fig 1H–K). Our data suggest a role for KAT6B in H3K9 acetylation and, in addition, a possible role in H3K23 acetylation in some tissues.

To investigate the locus-specific effects of KAT6B, we assessed H3K9ac, H3K14ac, and H3K23ac levels and RNA polymerase II, subunit A (POLR2A) occupancy by CUT&Tag and DNA accessibility by ATAC-sequencing in *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPCs. 

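CUT&Tag, in which an antibody directs a transposase to cut and tag the DNA around its target, was analysed here for H3K9ac, H3K14ac, H3K23ac and POLR2A in NSPCs from E12.5 embryos on a C57BL/6 background, with libraries from 4 *Kat6b*-/- and 4 *Kat6b*+/+ embryos per antibody. The authors deposited the number of read pairs counted in each region, without normalization. The regions were 20113 promoters, each the 1 kb upstream of a transcription start site, 20113 gene bodies, the 1 kb downstream of each transcription end site (TES) and 6756 active enhancers, placed by their position in the mm9 build. The authors added 50000 *Drosophila* S2 cells to 50000 NSPCs as a spike-in. The counts used here hold no *Drosophila* reads, so libraries were scaled to their region totals with edgeR's TMM method, which shows changes of a region relative to the others and not a change shared by all of them. Over all backgrounds, gene body totals per library ran from 1353547 to 3349396 for H3K9ac, from 3691039 to 6628627 for H3K14ac, from 735534 to 1964467 for H3K23ac and from 1101456 to 2020810 for POLR2A. Promoter totals ran from 24417 to 66428 for H3K23ac, against 208510 to 626838 for H3K9ac. The mutant allele lacks part of *Kat6b*, which lowers counts there under any antibody, so the gene served as a check of the labels. Its gene body held 90.3 ± 7.01 H3K9ac CPM (SD, n = 4) in *Kat6b*-/- and 161 ± 7.55 CPM (SD, n = 4) in *Kat6b*+/+ libraries, and 50.4 ± 1.02 H3K14ac CPM (SD, n = 4) against 194 ± 19.3 CPM (SD, n = 4). For H3K23ac the values were 33.8 ± 3.27 and 114 ± 6.95 CPM (SD, n = 4 each), and for POLR2A 115 ± 16.0 and 264 ± 28 CPM (SD, n = 4 each). For every antibody the *Kat6b* gene body had the smallest p-value of all gene bodies tested, with a log2 fold change of −0.82 (standard error 0.07) for H3K9ac, −1.97 (standard error 0.08) for H3K14ac, −1.72 (standard error 0.12) for H3K23ac and −1.20 (standard error 0.11) for POLR2A.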

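Across genes in the *Kat6b*+/+ libraries, the mean log2 CPM in the gene body was set against that of POLR2A at the promoter, among genes that passed edgeR's expression filter in both tables. R squared was 0.00199 over 4460 genes for H3K9ac, 0.00487 over 4454 genes for H3K14ac and 2.57e-04 over 3592 genes for H3K23ac. Without the filter it was 0.335 over 20063 genes, 0.189 over 19536 genes and 0.0163 over 20090 genes, in the same order. The promoter regions end at the transcription start site, whereas Fig S3A counts POLR2A on both sides of it. The alternative that moved these values most took POLR2A over the gene body, which gave an R squared of 0.534 over 15269 genes for H3K9ac, 0.48 over 14805 genes for H3K14ac and 0.614 over 13926 genes for H3K23ac. With both values per kilobase of gene body, which puts the same length into both, R squared was 0.680, 0.535 and 0.0755 in the same order. These are relations across genes, which are not independent replicates, and no p-value was computed.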

In WT samples, H3K9, H3K14 and H3K23 acetylation levels correlated strongly with POLR2A occupancy at all protein coding genes (R^2^ = 0.5–0.6; Fig S3A) and at brain development genes (GO:0007420∼brain development; R^2^ = 0.5–0.7; Fig S3B).

**Figure S3.**
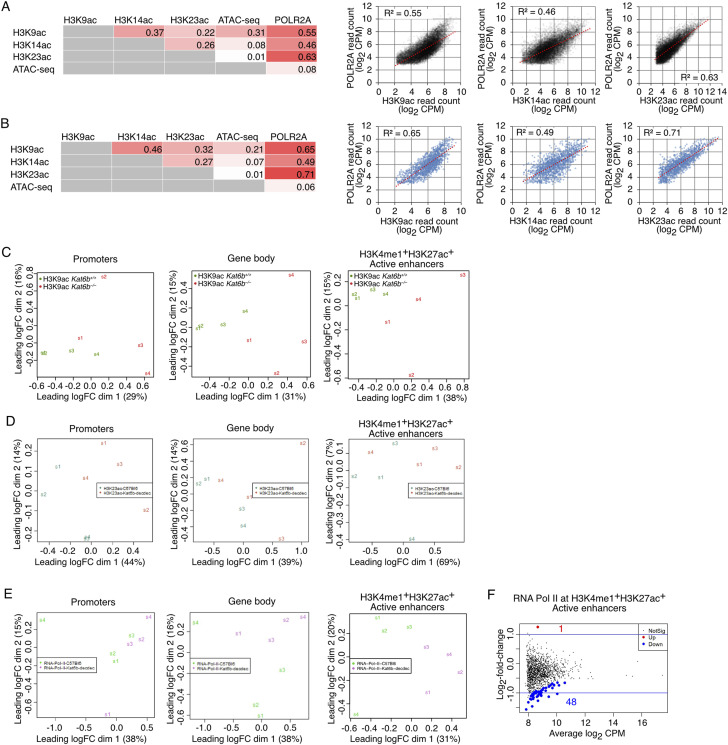
Related to Fig 1: H3K9ac, H3K23ac, H3K14ac levels, DNA accessibility and RNA polymerase II occupancy in NSPCs. CUT&Tag sequencing results detecting the level of H3K9ac, H3K14ac and H3K23ac and RNA polymerase II, subunit A (POLR2A) and DNA accessibility assessed by ATAC-sequencing in NSPCs isolated from E12.5 *Kat6b*^*+/+*^ versus *Kat6b*^*−/−*^ embryos at passage 3–5. N = 4 embryos per genotype. Data were analyzed as described in the methods section. FDR < 0.05 was considered significant. **(A, B)** Correlation of read counts (log_2_ CPM) between H3K9ac, H3K14ac and H3K23ac levels, ATAC-seq signal and POLR2A occupancy in the gene body (H3K9ac, H3K14ac, H3K23ac) or near the TSS (±1 kb) (POLR2A, ATAC-seq) of all protein coding genes (A) and genes annotated with gene ontology term (GO): 0007420∼brain development (B). R squared values of linear regressions are shown. **(C, D, E)** Multidimensional scaling plots showing the distance between all pairs of samples calculated using the root-mean-square of the log_2_-fold changes of the top 500 most variable genes between a given two samples for H3K9ac (C), H3K23ac (D) and POLR2A (E) at the genomic features indicated. **(F)** Log_2_-fold change versus average log_2_ read count (CPM) of POLR2A in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs at active enhancers defined as H3K4me1^+^H3K27ac^+^ in GSM2406793 and GSM2406791 (Bertolini et al, 2019). Numbers of enhancers with significantly reduced POLR2A read counts are shown in blue and those with increased counts in red.

H3K9ac was reduced at the transcription start site (TSS ± 1 kb) in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs (*P* < 10^−6^; Fig 1L). 

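In each library the promoter total was divided by the total in the 1 kb downstream of the TES, a ratio that does not depend on the depth of the library. On the log2 scale the H3K9ac ratio was 1.98 ± 0.05 (SD, n = 4) in *Kat6b*-/- and 2.32 ± 0.04 (SD, n = 4) in *Kat6b*+/+ NSPCs, a difference of −0.34. Every *Kat6b*-/- library lay below every *Kat6b*+/+ library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow; 0.200 after Benjamini-Hochberg adjustment over 7 such comparisons). The difference was −0.34 with the gene body total as the denominator as well. With each library left out in turn it stayed between −0.36 and −0.33.

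**Figure D1:**
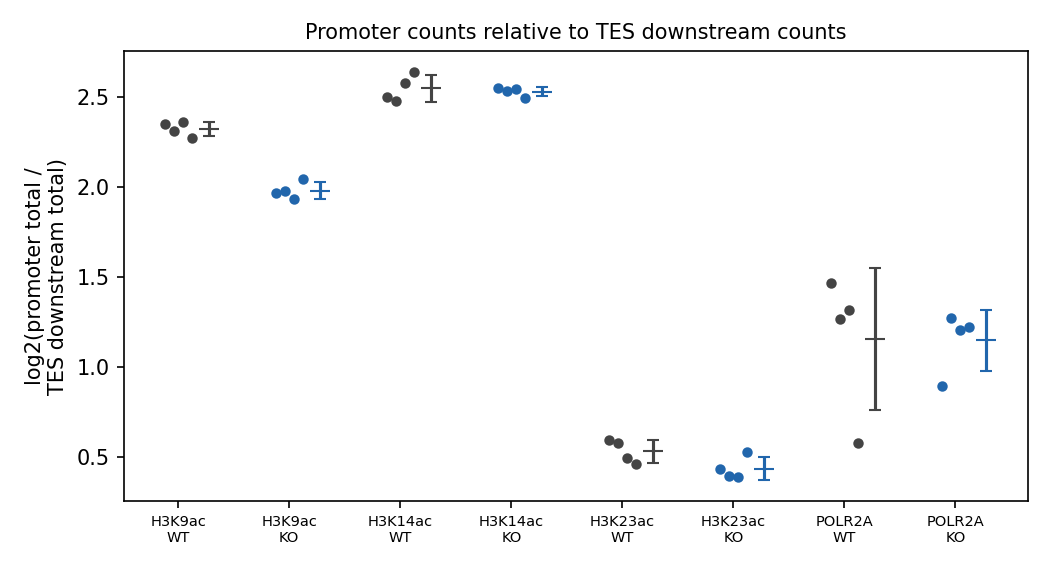
The log2 ratio of promoter total to TES downstream total per library (y axis) for each antibody and genotype on the C57BL/6 background (x axis; KO, *Kat6b*-/-; WT, *Kat6b*+/+), with points for the 4 libraries and bars for mean ± SD. The H3K9ac points of the genotypes do not overlap, whereas those of the other antibodies do.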

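Single regions were tested with edgeR's quasi-likelihood test, after its filter on low counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. Of 9623 promoters tested for H3K9ac, 16 were lower and 27 higher in *Kat6b*-/- than in *Kat6b*+/+ NSPCs. Of 16299 gene bodies, 1308 were lower and 1148 higher, and of 1747 active enhancers, 3 were lower and 21 higher. The scaling moved the promoter count most. With the TES downstream totals as library sizes, 4213 promoters were lower and 13 higher, and the median log2 fold change of all promoters was −0.37 in place of 0.0012. Under the same scaling 358 enhancers and 1494 gene bodies were lower. The promoters with the smallest p-values were *Rps29*, with a log2 fold change of 0.88 (standard error 0.08), *Ldhb*, with 0.65 (standard error 0.13), and *Nxph1*, with −0.83 (standard error 0.17). The CPM values of the genotypes overlapped for *Rps29* and *Ldhb*, and both lost significance under edgeR's legacy test and under DESeq2, as did *Nxph1* under DESeq2. After *Kat6b*, the gene bodies with the smallest p-values were *Fbln2*, which rose by 0.58 on the log2 scale (standard error 0.07), and *Tagln2*, which fell by 0.80 (standard error 0.10). The enhancers with the smallest p-values rose in *Kat6b*-/-. At mm9 position 3005252 of chromosome 9 the log2 fold change was 2.51 (standard error 0.29), at position 3032323 of chromosome 9 it was 2.29 (standard error 0.31), and at position 3110474 of chromosome 12 it was 2.04 (standard error 0.26). *Kat6b*-/- replicate 3 carried most of these reads, and without it the values were 1.47, 1.21 and 1.15. In that library the 5 enhancers with the most counts held 17.3% of enhancer counts, against 4.97% to 6.75% in the other *Kat6b*-/- libraries. The legacy test and DESeq2 did not call these enhancers. They lie at the start of their chromosomes. Whether repeated sequences share their reads was not tested, so a gain of H3K9ac at active enhancers is not shown.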

Significant loss of H3K9ac was observed individually at 112 promoters, 3,452 gene bodies and 44 active enhancers (false discovery rate [FDR] < 0.05; Figs 1M–O and S3C; Table S1) and collectively at promoters, gene bodies, and active enhancers (*P* < 10^−6^; Fig 1P). While loss of KAT6B did not appear to cause genome-wide effects on H3K23ac in NSPCs (Fig 1H and I), we investigated a locus-specific effect. 

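The H3K23ac ratio of promoter to TES downstream totals was 0.44 ± 0.06 (SD, n = 4) on the log2 scale in *Kat6b*-/- and 0.53 ± 0.06 (SD, n = 4) in *Kat6b*+/+ NSPCs. The difference of −0.10 was not beyond the spread of the libraries (two-sided exact permutation test, p = 0.114; 0.267 after adjustment over 7 comparisons). Only 153 promoters and 253 enhancers held enough H3K23ac counts to be tested, against 14958 gene bodies. No promoter was lower and 1 was higher past an adjusted p of 0.05, with 10 lower and 11 higher at an unadjusted p under 0.05. This promoter, *Klhl13*, rose by 1.44 on the log2 scale (standard error 0.33), and it lost significance without the filter on low counts and under DESeq2. At an unadjusted p under 0.05, 447 gene bodies were lower and 432 higher. *Kat6b*, part of which is deleted in the mutant, was the 1 gene body past the adjusted threshold. No enhancer passed it, with 5 lower and 5 higher at an unadjusted p under 0.05. The median log2 fold change was −0.05 at promoters, 0.0027 at gene bodies and −0.02 at enhancers.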

H3K23ac coverage was reduced at the TSS (±1 kb) in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs (*P* < 10^−6^; Figs 1Q and S3D; Table S1) and was collectively slightly reduced at promoters, gene bodies, and active enhancers (*P* < 10^−6^; Fig 1R). POLR2A coverage over the TSS ± 1 kb and at active enhancers was reduced in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs (*P* < 10^−6^; Figs 1S and T and S3E). 

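For POLR2A the log2 ratio of promoter to TES downstream totals was 1.15 ± 0.17 (SD, n = 4) in *Kat6b*-/- and 1.16 ± 0.39 (SD, n = 4) in *Kat6b*+/+ NSPCs, and the difference of −0.0088 was not beyond the spread (two-sided exact permutation test, p = 1). Leaving out 1 library changed its sign, with values from −0.20 without *Kat6b*+/+ replicate 4 to 0.09 without *Kat6b*+/+ replicate 1. Among 4471 promoters tested, 6 had lower and 12 had higher POLR2A counts past an adjusted p of 0.05 in edgeR's quasi-likelihood test. *Pank4*, *Fbxl18* and *Hes5* had the smallest p-values and rose by 0.94, 0.83 and 0.71 on the log2 scale (standard errors 0.14, 0.15 and 0.14). None of these 3 promoters passed with the TES downstream totals as library sizes or without the filter on low counts, where no promoter passed in either direction.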

Significant loss of POLR2A occupancy was observed at 48 individual enhancers (Fig S3F; Table S1).

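No active enhancer had a POLR2A count below *Kat6b*+/+ past the threshold in *Kat6b*-/- NSPCs, among 1455 tested, and 2 were higher. At an unadjusted p under 0.05, 72 were lower and 80 higher. The higher ones lay at mm9 position 36785461 of chromosome 15, with a log2 fold change of 1.55 (standard error 0.27), and at position 10380372 of chromosome 17, with 0.98 (standard error 0.22). The second of them did not pass under either of the other scalings, without the filter on low counts, or under DESeq2. With all 8 libraries, the alternatives that moved these counts most were edgeR's legacy test, with 4 lower and 13 higher, and all backgrounds in a single fit, with 4 lower and 12 higher. Without *Kat6b*+/+ replicate 4, 5 were lower and 13 higher.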

Table S1. Effects of loss of KAT6B on histone acetylation levels, POLR2A occupancy and DNA accessibility.

Similar to the unexpected increase in H3K14ac in whole *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ E12.5 embryos (Fig S2A and B), we also observed an increase in H3K14ac by Western blotting in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs (*P* = 0.01), but not in the dorsal telencephalon (Fig S4A–D). Assessed by CUT&Tag, H3K14ac was elevated in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs at 12,180 promoters, 15,943 gene bodies and 5,193 active enhancers (Fig S4E–L; Table S1). Similarly, DNA accessibility assessed by ATAC-sequencing was increased in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs at 14,000 promoters (*P* < 10^−6^; Fig S4M–O; Table S1).

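In the H3K14ac libraries, *Kat6b*-/- gene body totals, from 4852959 to 6628627 read pairs, all exceeded those of *Kat6b*+/+, from 3691039 to 4300491. After scaling, which removes such a shared difference, 316 of 12204 promoters were higher and 511 lower in edgeR's quasi-likelihood test with a threshold of 0.05 on the adjusted p. At gene bodies 862 of 16003 were higher and 660 lower, and at active enhancers 210 of 5191 were higher and 275 lower. DESeq2 moved the promoter count most, to 42 higher and 312 lower. The direction of most calls depended on the settings. Without TMM, 425 promoters and 301 enhancers were higher and 357 and 179 lower. With the TES downstream totals as library sizes, 1363 gene bodies were higher and 328 lower, whereas 177 enhancers were higher and 344 lower. Under DESeq2, 617 gene bodies were higher and 675 lower. These counts depended on single libraries. Without *Kat6b*+/+ replicate 4, 511 promoters, 2072 gene bodies and 655 enhancers were higher, and without *Kat6b*+/+ replicate 2, 145 promoters and 40 enhancers were. The promoters with the smallest p-values were lower in *Kat6b*-/-, with a log2 fold change of −2.98 for *Otx2* (standard error 0.29), −3.50 for *Six3* (standard error 0.35) and −0.64 for *Kmt2e* (standard error 0.09). After *Kat6b*, the gene bodies with the smallest p-values were the X-linked *Ftsj1* and *Ccnb3*, at −1.42 (standard error 0.14) and −1.43 (standard error 0.15). Among enhancers, those at mm9 positions 86014980 and 86017709 of chromosome 17 changed by −5.49 (standard error 0.53) and −4.22 (standard error 0.43), and the one at position 128698902 of chromosome 7 by 1.81 (standard error 0.23). The ratio of promoter to TES downstream totals, 2.53 ± 0.03 (SD, n = 4) in *Kat6b*-/- and 2.55 ± 0.07 (SD, n = 4) in *Kat6b*+/+ on the log2 scale, did not differ (two-sided exact permutation test, p = 0.686).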

**Figure S4.**
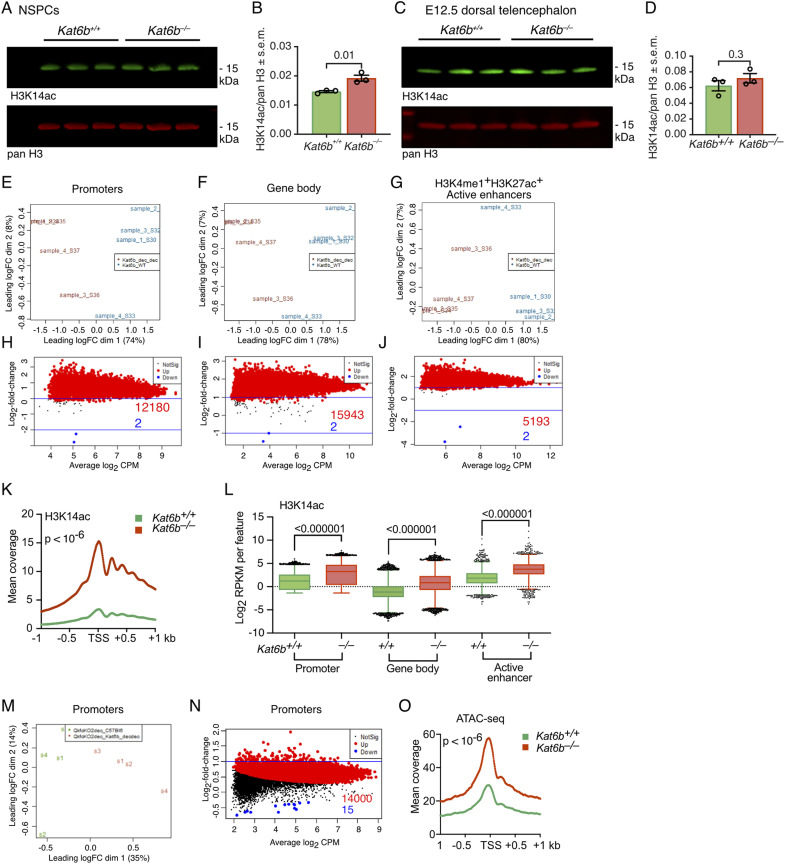
Related to Fig 1: Effects of loss of *Kat6b* on H3K14ac levels and DNA accessibility. **(A, B, C, D)** Fluorescent Western immunoblots and quantification of H3K14ac with pan H3 loading in *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ E12.5 NSPCs (A, B) or E12.5 dorsal telencephalon (C, D). Each lane (A, C) contains protein from an individual embryo. Each circle (B, D) represents one lane of the associated immunoblot. 2 μg of acid extracted protein was loaded per lane. **(E, F, G, H, I, J, K, L)** CUT&Tag sequencing results detecting the level of H3K14ac in passage 5 NSPCs isolated from E12.5 *Kat6b*^*+/+*^ versus *Kat6b*^*−/−*^ embryos. N = 4 embryos per genotype. **(M, N, O)** DNA accessibility assessed by ATAC-sequencing in passage 5 NSPCs isolated from E12.5 *Kat6b*^*+/+*^ versus *Kat6b*^*−/−*^ embryos. N = 4 embryos per genotype. **(E, F, G, H, I, J, K, L, M, N, O)** Data were analyzed as described in the methods section. FDR < 0.05 was considered significant. Active enhancers were defined as H3K4me1^+^H3K27ac^+^ in GSM2406793 and GSM2406791, respectively (Bertolini et al, 2019). **(E, F, G)** Multidimensional scaling plots showing the distance between all pairs of samples calculated using the root-mean-square of the log_2_-fold changes of the top 500 most variable genes between a given two samples for H3K14ac at the genomic features indicated. **(H, I, J)** Log_2_-fold change versus average log_2_ read count (CPM) of H3K14ac in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs at the genomic features indicated. Numbers of features with significantly reduced H3K14ac read counts are shown in blue and those with increased counts in red. **(K)** Mean coverage plot of H3K14ac reads across the transcription start site ± 1 kb in *Kat6b*^*+/+*^ versus *Kat6b*^*−/−*^ NSPCs. **(L)** H3K14ac read counts at promoters and gene bodies of all protein coding genes and active enhancers in *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPCs. **(M)** Multidimensional scaling plot for ATAC-seq results at promoters of protein coding genes. **(N)** Log_2_-fold change versus average log_2_ ATAC-seq read count (CPM) in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs at promoters of protein coding genes. Numbers of promoters with significantly reduced accessibility are shown in blue and those with increased accessibility in red. **(O)** Mean coverage plot of ATAC-seq reads across the transcription start site ± 1 kb in *Kat6b*^*+/+*^ versus *Kat6b*^*−/−*^ NSPCs. Source data are available online for this figure.

Taken together, our data suggest that KAT6B is essential for normal H3K9 acetylation levels at a large number of genes. In contrast, the requirements for H3K23ac were more restricted to a smaller number of genes. 

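As a share of the gene bodies tested, 8.03% had less and 7.04% had more H3K9ac in *Kat6b*-/- NSPCs past the threshold. For H3K23ac 0.00669% had less, which was *Kat6b* alone, where the deletion itself removes reads. These shares depend on the settings. Under DESeq2, 328 gene bodies had less and 306 had more H3K9ac, and with 1 library left out in turn 612 to 1422 had less. On the scale of the paper's Table S1, chosen after seeing the data, 6804 had less and 132 more. Without *Kat6b*-/- replicate 4, 34 gene bodies had less H3K23ac. At promoters the shares of H3K9ac were 0.166% and 0.281%, and these depend on the scaling, since with the TES downstream totals as library sizes 4213 of 9623 promoters were lower and 13 higher. The promoter tables differ in what they can show, since 47.8% of the promoters were tested for H3K9ac and 0.761% for H3K23ac. Whether the marks differ in their response was not tested directly. From its data taken as a whole, the paper proposes that KAT6B is needed for normal H3K9 acetylation at many genes and states that fewer genes require it for H3K23 acetylation.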

Curiously, we found that the presence of KAT6B limited H3K14ac. Our peculiar observations of increased H3K14ac and DNA accessibility in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ may suggest increased activity of another histone acetyltransferase.

### Loss of KAT6B caused a reduction in expression of genes required for brain development

KAT6B is highly expressed in the neurogenic subventricular zone and NSCs (Merson et al, 2006; Sheikh et al, 2012). To assess the role of KAT6B in gene expression in NSPCs, we performed RNA-sequencing. RNA-sequencing profiles of *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs segregated by genotype (Fig 2A). *Kat6b* deletion resulted in significant down-regulation of 3,861 genes and up-regulation of 3,833 genes, while *Kat6b* overexpression [*Tg(Kat6b)*] caused the up-regulation of 2,322 genes and the down-regulation of 2,561 genes (FDR< 0.05; Figs 2B and C and S5A–C; Table S2). Genes down-regulated in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs were generally up-regulated in *Tg(Kat6b)* NSPCs (*P* = 0.0001; Fig 2D), supporting a role of KAT6B in the direct or indirect regulation of these genes. Genes down-regulated in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs were enriched for nervous system development, gene transcription and metabolic processes, whereas up-regulated genes lacked such annotations (Figs 2E and S5D, Table S2). A subset of genes essential for NSC function was down-regulated (Fig S5E). 

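The H3K9ac counts in the gene bodies of the 20 brain development genes plotted in Fig 2F were all lower in *Kat6b*-/- NSPCs, with a median log2 fold change of −0.42 and a range from −1.15 to −0.34, against a median of 0.01 over all gene bodies tested. All 20 passed an adjusted p of 0.05 over all genes in edgeR's quasi-likelihood test, and all 20 when adjusted over the list alone. The paper describes these genes as its top brain development genes with lowered RNA. Of 52 brain development genes with lowered RNA plotted in Fig 2N, 26 passed over all genes. As a set the 20 genes were lower than other genes (camera, adjusted p = 1.95e-14 over 4 set tests, and fry, adjusted p = 7.52e-07). If the paper also chose them by H3K9ac in these libraries, the set tests are circular, and its text does not settle this. *Nkx2-2* changed most, by −1.15 (standard error 0.16, adjusted p = 2.28e-04 from edgeR's test). *Sox1* changed by −0.72 (standard error 0.10), *Sox2* by −0.46 (standard error 0.09), *Pax6* by −0.36 (standard error 0.08), *Id2* by −0.45 (standard error 0.11), *Sall1* by −0.39 (standard error 0.06), *Hap1* by −0.50 (standard error 0.13) and *Rac3* by −0.63 (standard error 0.19). The genotypes overlapped for *Hap1*, *Pax6*, *Marcks* and *Klf4*, and DESeq2 did not call *Svbp*, *Id2*, *Rac3*, *Marcks*, *Klf4* and *Sox9*. Under both other scalings the median was −0.44.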

The top 20 brain development genes (GO:0007420) down-regulated at the RNA level displayed a reduction in both H3K9ac and mRNA levels (Fig 2F; Tables S1 and S2) and included early regulators of neuroepithelium, brain development, and NSC function, e.g., *Sox1*, *Sox2, Pax6*, and *Id2* (Schmahl et al, 1993; Malas et al, 2003; Ferri et al, 2004; Niola et al, 2012), as well as regulators of neurite elongation, *Sall1*, *Hap1*, and *Rac3* (Orioli et al, 2006; Rong et al, 2006; Harrison et al, 2008), identifying these as putative KAT6B target genes. Curiously, these same down-regulated genes had an increase in H3K14ac and DNA accessibility (Fig S5F). 

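Relative to all gene bodies, H3K14ac in the same 20 gene bodies had a median log2 fold change of −0.07. In *Kat6b*-/- NSPCs 12 genes were lower and 8 higher than in *Kat6b*+/+ NSPCs. The set did not stand apart from other genes (camera, adjusted p = 0.21, and fry, adjusted p = 0.842). Scaling removes a rise shared by all gene bodies, so these values cannot show whether the genes gained H3K14ac in absolute amount. Past an adjusted p of 0.05 over all genes in edgeR's quasi-likelihood test, 3 were lower, *Sox1* at −0.40 (standard error 0.08), *Sall1* at −0.42 (standard error 0.07) and *Marcks* at −0.42 (standard error 0.10), and 1 was higher, *Stmn3* at 0.58 (standard error 0.15). Adjusted over the list alone, 6 were lower and 3 higher. With the TES downstream totals as library sizes, under which the median of all gene bodies was 0.07, the median of the 20 was −0.01 and 11 were lower.

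**Figure D2:**
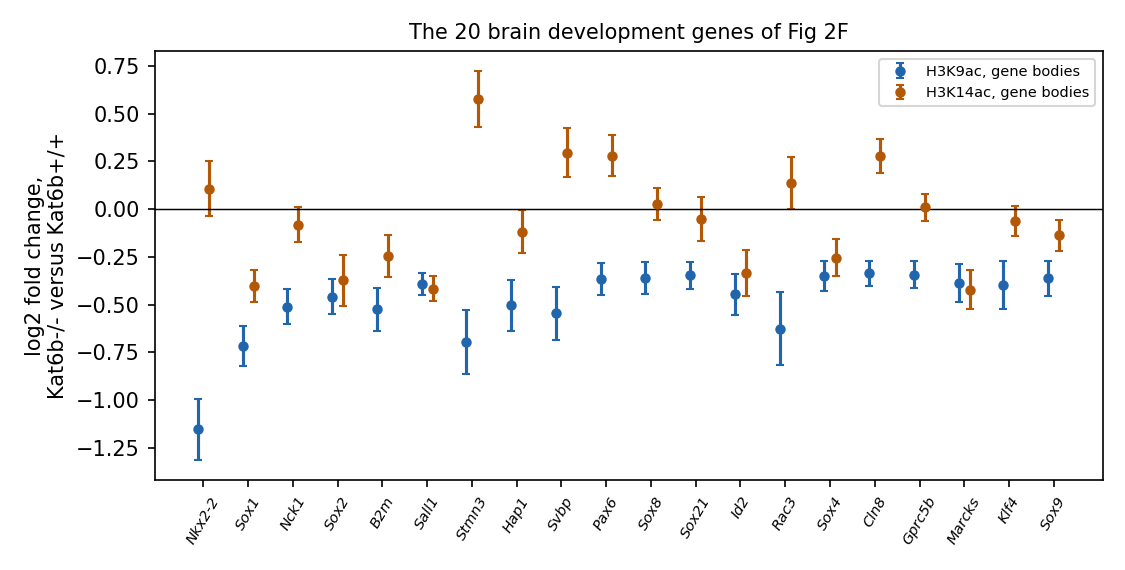
Log2 fold change between *Kat6b*-/- and *Kat6b*+/+ NSPCs (y axis) of H3K9ac and H3K14ac in the gene bodies of the 20 genes (x axis), as fitted values with bars of 1 standard error from 4 libraries per genotype. All 20 H3K9ac values lie below 0, and 12 of the H3K14ac values do. With the TES downstream totals 11 of the H3K14ac values do. All values are relative to other regions of the same library.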

Neural precursor proliferation genes (GO:0061351) were profoundly affected by loss of KAT6B (Fig 2G). At brain development genes and neural precursor proliferation genes, we observed a positive correlation between H3K9ac and POLR2A read counts per gene (log_2_ count per million [CPM]; Fig 2H and I). Correlations with RNA levels were strongest when the size of the gene was taken into consideration (log_2_ RPKM; Fig 2J–M). Positive correlations were observed between H3K9ac and mRNA levels (R^2^ = 0.6 and 0.5, respectively; both *P* < 10^−6^) and between H3K9ac and POLR2A levels (both R^2^ = 0.7 and *P* < 10^−6^; Fig 2H–M). Notably, the fold-changes in H3K9ac and mRNA levels due to *Kat6b* deletion also correlated significantly in brain development genes (R^2^ = 0.2; *P* = 0.002), and neural precursor proliferation genes (R^2^ = 0.3; *P* = 0.004; Fig 2N and O).

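The H3K9ac gene body log2 fold changes fitted here were set against the paper's RNA log2 fold changes of the genes plotted in Fig 2N and O. Over 52 brain development genes Pearson's r was 0.429 (R squared 0.184, permutation test with 100000 resamples, two-sided p = 0.00152, and 0.00304 after adjustment over the 2 lists) and Spearman's rho was 0.394 (p = 0.00419). Without the 2 genes farthest from the median, r was 0.502, and without the gene with the largest RNA change it was 0.368 (permutation p = 0.00759). Over 23 neural precursor proliferation genes r was 0.577 (R squared 0.333, permutation p = 0.00373) and rho was 0.381 (permutation p = 0.0737). Without the 2 genes farthest from the median, r fell to 0.314 (permutation p = 0.169), so that this relation rests on those genes. With promoters in place of gene bodies r was 0.242 for the brain development genes and −0.115 for the neural precursor proliferation genes. Every plotted gene has lower H3K9ac and lower RNA in the paper's own values, so the lists cannot show how often the genes of either kind lose H3K9ac. These are relations across genes, and genes are not independent replicates.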

**Figure 2.**
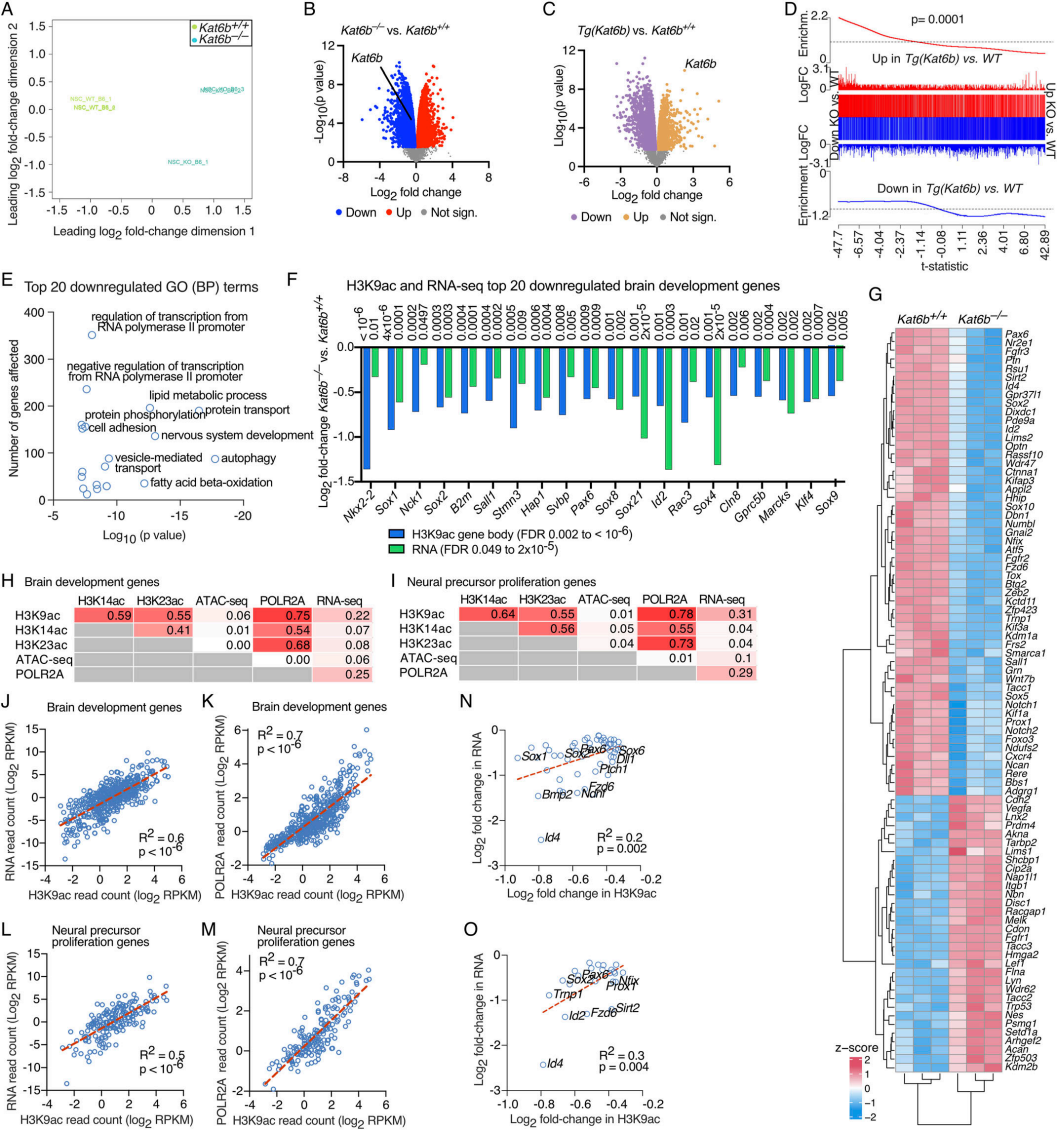
Effects of loss of KAT6B on gene expression in NSPCs. **(A, B, C, D, E, G)** RNA-sequencing data of N = 3 *Kat6b*^*−/−*^ versus 3 *Kat6b*^*+/+*^ passage 5 NSPC isolates and 6 *Tg(Kat6b)* versus 2 *Kat6b*^*+/+*^ NSPC isolates. **(F, H, I, J, K, L, M, N, O)** Comparison of RNA-sequencing results to CUT&Tag and ATAC-seq results. For CUT&Tag and ATAC-seq experiments, N = 4 embryos per genotype. The CUT&Tag, ATAC- and RNA-sequencing data analyses are described in the methods section. FDR < 0.05 was considered significant. **(A)** Multidimensional scaling plots showing the distance between all pairs of samples calculated using the root-mean-square of the log_2_-fold changes of the top 500 most variable genes between any given two samples. **(B, C)** Volcano plot of −log_10_(*P*-value) versus log_2_ fold-change in RNA expression in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs (B) and *Tg(Kat6b)* versus *Kat6b*^*+/+*^ NSPCs (C). Significantly down-regulated genes shown in blue (B) or purple (C) and up-regulated genes in red (B) or orange (C) (FDR < 0.05). **(D)** Barcode plot showing the correlation between genes differentially expressed in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^NSPCs and *Tg(Kat6b)* versus *Kat6b*^*+/+*^ NSPCs. The block represents genes of the contrast *Kat6b*^*−/−*^ (KO) versus *Kat6b*^*+/+*^ (WT) NSPCs ordered from down-regulated, left, to up-regulated, right, with the t-statistic on the x axis. The vertical lines represent genes in the contrast *Tg(Kat6b)* versus *Kat6b*^*+/+*^ NSPCs, their height represents the log_2_ fold-change. The worms indicate the enrichment, red for the genes up-regulated and blue for the genes down-regulated in *Tg(Kat6b)* versus *Kat6b*^*+/+*^ NSPCs. **(E)** Top 20 gene ontology (GO) terms, biological processes (BP), enriched in genes down-regulated in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs. **(F)** Log_2_ fold-changes in RNA and in H3K9ac of the top 20 differentially expressed brain development genes (GO:0007420) in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs. **(G)** Heatmap of neural precursor proliferation genes (GO:0061351) differentially expressed with FDR < 0.01 in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs. Each column represents a NSCs isolate from and individual E12.5 embryo. **(H, I)** Correlation of read counts (log_2_ CPM) levels between histone acetylation, DNA accessibility, POLR2A occupancy and RNA level in NSPCs for brain development genes (GO:0007420; (H)) and neural precursor proliferation genes (GO:0061351; (I)). **(J, K, L, M)** Correlation of read counts (log_2_ RPKM) between H3K9ac in gene bodies (J, K, L, M) and RNA (J, L) or POLR2A occupancy at the TSS (K, M) assessing brain development genes (GO:0007420; (J, K)) or neural precursor proliferation genes (GO:0061351; (L, M)). **(N, O)** Correlation between log_2_ fold changes in RNA and H3K9ac levels in gene bodies in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs, assessing brain development genes (GO:0007420; (N)) or neural precursor proliferation genes (GO:0061351; (O)) down-regulated in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs. Source data are available online for this figure.

**Figure S5.**
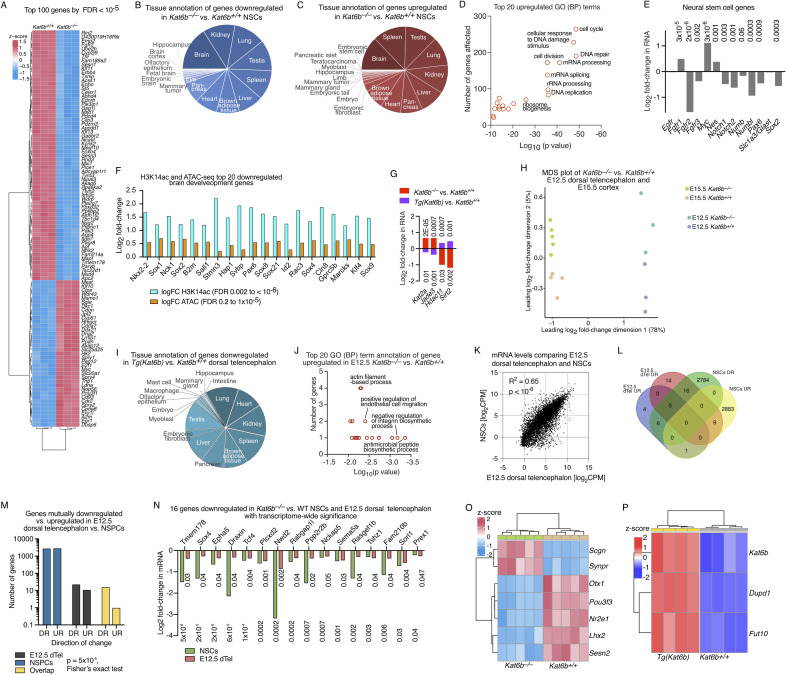
Related to Figs 2 and 3: Effects of loss and gain of *Kat6b* on gene expression in NSPCs, E12.5 dorsal telencephalon and E15.5 cortex. **(A, B, C, D, E, G, H, I, J, K, L)** RNA-sequencing data of *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ passage 5 NSPCs (A, B, C, D, E), *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPCs and *Tg(Kat6b)* versus *Kat6b*^*+/+*^ NSPCs (G), and of *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ E12.5 dorsal telencephalon (H, I, J), E12.5 dorsal telencephalon c.f. NSCs (K, L, M, N), and E15.5 cortex (H, O, P). **(A)** Heatmap of the top 100 genes differentially expressed in *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPCs (FDR < 10^−5^). **(B, C)** Tissue annotation of genes down (B) and up-regulated (C) in *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPCs. **(D)** Top 20 gene ontology (GO) terms, biological processes (BP), enriched in genes up-regulated in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs. **(E)** Log_2_ fold change in RNA levels in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs for selected genes required for neural stem cell function. FDRs are indicated above the bars. **(F)** Log_2_ fold-change in H3K14ac and ATAC-sequencing reads at the top 20 brain development genes (GO:0007420) down-regulated in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs. Note that despite apparent increase in H3K14ac and DNA accessibility, mRNA levels in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs were reduced (RNA and H3K9ac shown in Fig 2F). **(G)** Effects of loss and gain of KAT6B on the expression of histone acetyltransferase, histone deacetylase and protein complex partner genes. Eight histone acetyltransferase genes (*Crebbp*, *Ep300*, *Kat2a*, *Kat2b*, *Kat5*, *Kat6a*, *Kat7*, *Kat8*), nine KAT6A, KAT6B and KAT7 protein complex members (*Brpf1*, *2*, *3*, *Jade1*, *2*, *3*, *Ing4*, *5*, *Meaf6*) and 18 histone deacetylases (HDAC and sirtuin genes) in NSPCs were examined to detect possible compensatory changes. The four genes depicted were the genes with a change with an FDR < 0.05 and a direction of change opposite between *Kat6b* deletion and *Kat6b* overexpression. FDRs are indicated above and below the bars. **(H)** Multidimensional scaling plot for *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ E12.5 dorsal telencephalon and E15.5 cortex RNA sequencing data. **(I)** Tissue annotation of genes down-regulated in *Tg(Kat6b)* versus *Kat6b*^*+/+*^ E12.5 dorsal telencephalon. (Note, only 14 genes were up-regulated in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ E12.5 dorsal telencephalon, which did not attract a tissue annotation.). **(J)** Gene ontology terms (GO) terms, biological processes (BP) enriched in genes up-regulated (FDR < 0.05) in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ E12.5 dorsal telencephalon. **(K)** Correlation of mRNA levels per gene (RNA-sequencing reads counts per protein-coding gene in counts per million reads within the library [log_2_ CPM]) between NSPCs and E12.5 dorsal telencephalon. A positive correlation was observed (R^2^ = 0.65, *P* < 10^−6^). **(L)** Venn diagram showing the overlap in genes down-regulated (DR) or up-regulated (UR) in NSPCs and E12.5 dorsal telencephalon, each with transcriptome-wide significance (FDR < 0.05) of the genes that were expressed in both tissue/cell sources. As expected, based on the difference in tissue/cell source, only few genes were regulated in an overlapping fashion. 16 genes were mutually up-regulated, and one gene was mutually down-regulated. **(M)** Numerical presentation of the genes down-regulated (DR) or up-regulated (UR) and overlappingly down-regulated (DR) or up-regulated (UR) in NSPCs and E12.5 dorsal telencephalon of the genes that were expressed in both tissue/cell sources. Over 5,600 of these genes were differentially expressed in the NSPCs with transcriptome-wide significance (FDR < 0.05), but only 50 in E12.5 dorsal telencephalon. Despite the difference in tissue/cell source, the number of mutually down-regulated genes (16) was significantly enriched (*P* = 5 × 10^−5^). **(N)** Log_2_-fold-change in mRNA levels of the genes mutually down-regulated in NSPCs and E12.5 dorsal telencephalon with FDRs indicated above the bars. **(O, P)** Heatmaps displaying genes differential expressed in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ (O) and *Tg(Kat6b)* versus *Kat6b*^*+/+*^ E15.5 cerebral cortex (P). N = NSPCs isolated from three E12.5 embryos per genotype (A, B, C, D, E, K, L, M, N), four embryos per genotype (F), NSPC isolates from two to six E12.5 embryos per genotype (G), three to five E12.5 dorsal telencephalons or E15.5 cortices per genotype (H), three dorsal telencephalon from E12.5 embryos per genotype (I, J, K, L, M, N) and E15.5 cortex isolated from five (O) and four (P) fetuses per genotype. The CUT&Tag, ATAC-seq and RNA-seq data analyses are described in the methods section. FDR < 0.05 was considered significant.

Table S2. Effects of loss of KAT6B on gene expression levels in neural stem and progenitor cells.

We explored a possible compensatory regulation of other histone acetyltransferase or deacetylases. We postulated that any compensatory mechanism would operate in opposite directions in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ and *Tg(Kat6b)* versus *Kat6b*^*+/+*^ NSPCs. Of the eight genes that, apart from *Kat6b*, encode nuclear histone acetyltransferases with defined acetyl-co-enzyme A binding sites, only *Kat2a* (*Gcn5*) mRNA was statistically significantly changed, namely up-regulated in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ and down-regulated in *Tg(Kat6b)* versus *Kat6b*^*+/+*^ NSPCs (Fig S5G). In addition, two histone deacetylase genes, *Hdac11* and *Sirt2* were down-regulated in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ and up-regulated in *Tg(Kat6b)* versus *Kat6b*^*+/+*^ NSPCs (Fig S5G).

### Loss of KAT6B caused down-regulation of brain development genes in vivo

Examining the effects of loss and gain of KAT6B on the developing cortex, we found 64 genes were differentially expressed in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ E12.5 dorsal telencephalon (FDR < 0.05; 50 down-regulated and 14 up-regulated) and 1,405 genes were differentially expressed in *Tg(Kat6b)* versus *Kat6b*^*+/+*^ E12.5 dorsal telencephalon (779 up-regulated and 626 down-regulated; Figs 3A–C and S5H; Table S3). Genes down-regulated in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ or up-regulated in *Tg(Kat6b)* versus *Kat6b*^*+/+*^ dorsal telencephalon were strongly associated with brain tissue expression (Fig 3D and E), whereas genes up-regulated in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ did not attract a specific tissue annotation and genes down-regulated in *Tg(Kat6b)* versus *Kat6b*^*+/+*^ dorsal telencephalon were not significantly associated with expression in the brain (Fig S5I). As expected, a negative correlation was observed between the effects of loss and gain of KAT6B on gene expression (*P* = 0.02; Fig 3F). Genes down-regulated in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ E12.5 dorsal telencephalon were enriched for brain development and neuronal differentiation GO (BP) terms (Fig 3G; Table S3), whereas up-regulated genes did not prominently relate to brain development or function (Fig S5J). Loss of KAT6B resulted predominantly in the down-regulation of brain development genes (GO:0007420; FDR < 0.05; Fig 3H). Among the down-regulated genes were *Lhx2* (Hsu et al, 2015) and *Pou3f3* (Sugitani et al, 2002), genes individually required for neural precursor proliferation, and *Bhlhe22* and *Prdm8* (Ross et al, 2012), *Emx1* (Qiu et al, 1996), *Eomes* (Sessa et al, 2008), *Lhx2* (Porter et al, 1997), *Neurod2* (Olson et al, 2001), *Pou3f3* (Sugitani et al, 2002), *Otx1* (Acampora et al, 1996), and other genes that are essential for normal brain and neuronal development. Genes associated with central nervous system neuron development (GO:0021954) were highly enriched among down-regulated genes in the absence of KAT6B and enriched among up-regulated genes when *Kat6b* was overexpressed (*P* = 0.0008 and 0.005, respectively; Fig 3I and J). Gene expression levels correlated positively between E12.5 dorsal telencephalon and NSPCs and 16 genes were mutually down-regulated with transcriptome-wide significance in E12.5 dorsal telencephalon and NSPCs (Fig S5K–N). Comparably few genes were detected as differentially expressed in E15.5 *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ or *Tg(Kat6b)* versus *Kat6b*^*+/+*^ cortex (Fig S5H, O, and P; Table S3). This may reflect the increased cell type complexity of the E15.5 cortex compared with the E12.5 dorsal telencephalon or NSPCs. Overall, our data suggest that loss and gain of KAT6B predominantly affects the expression of brain development genes in NSPC and the developing cortex.

**Figure 3.**
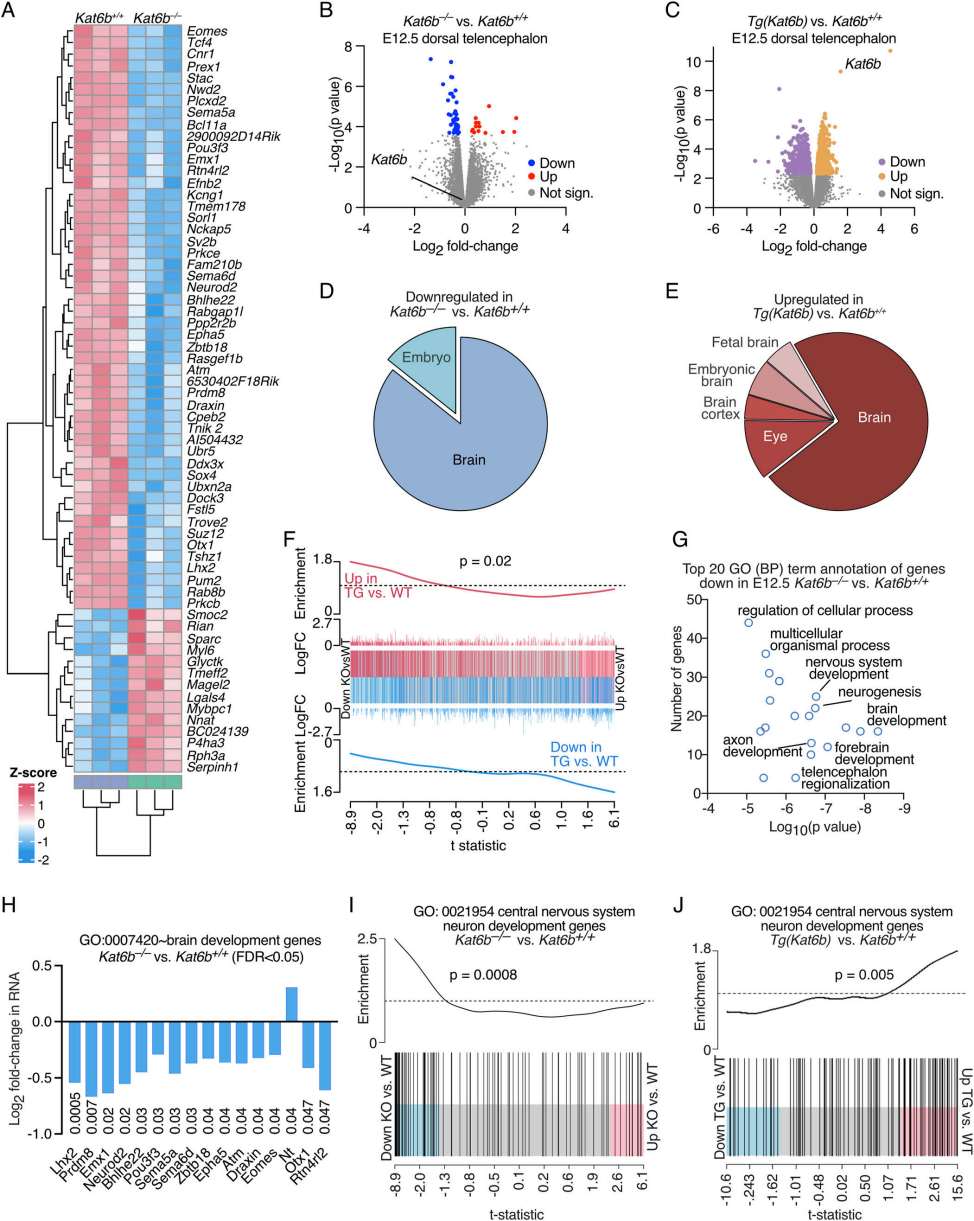
Effects of loss of KAT6B on gene expression in the developing cortex. **(A, B, C, D, E, F, G, H, I, J)** RNA-sequencing data of E12.5 dorsal telencephalon. N = 3 *Kat6b*^*−/−*^ versus 3 *Kat6b*^*+/+*^ and 4 *Tg(Kat6b)* versus 4 *Kat6b*^*+/+*^ embryos. RNA sequencing data were analyzed as described in the methods section. FDR < 0.05 was considered significant. **(A)** Heatmap of the genes differentially expressed in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ E12.5 dorsal telencephalon with transcriptome-wide significance (FDR < 0.05). **(B, C)** Volcano plot of -log_10_(*P* value) versus log_2_ fold-change in RNA expression in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ (B) and *Tg(Kat6b)* versus *Kat6b*^*+/+*^ dorsal telencephalon (C). Down-regulated genes indicated in blue (B) or purple (C) and up-regulated genes in red (B) or orange (C) (FDR < 0.05). **(D, E)** Tissue annotation for genes down-regulated in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ (D) and up-regulated in *Tg(Kat6b)* versus *Kat6b*^*+/+*^ dorsal telencephalon (E). **(F)** Barcode plot showing the correlation between genes differentially expressed in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs and *Tg(Kat6b)* versus *Kat6b*^*+/+*^ dorsal telencephalon. **(G)** Top 20 gene ontology (GO) terms, biological processes (BP), enriched in genes down-regulated in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ dorsal telencephalon. **(H)** Brain development genes (GO:0007420) differentially expressed in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ dorsal telencephalon. **(I, J)** Barcode plots depicting the results of gene set analyses for genes annotated with central nervous system development (GO:0021954) showing their enrichment in genes differentially expressed in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs (I) and *Tg(Kat6b)* versus *Kat6b*^*+/+*^ dorsal telencephalon (J). Source data are available online for this figure.

Table S3. Effects of loss of KAT6B on gene expression levels in the E12.4 dorsal telencephalon and the developing cortex at E15.5.

### Impaired proliferation, self-renewal, and neuronal differentiation in embryonic *Kat6b*^*−/−*^ NSPCs

Embryonic NSPC colonies (neurospheres) derived from the *Kat6b*^*−/−*^ E12.5 dorsal telencephalon appeared smaller, proliferated slower (*P* < 10^−6^) and gave rise to fewer secondary neurospheres compared with WT control NSPCs (*P* = 0.03; Fig 4A–C). *Kat6b*^*−/−*^ NSPCs showed a 1.3-fold greater proportion of cells in G_0_ of the cell cycle (*P* = 0.0003) and 8% decrease in the total percentage of proliferating (Ki67^+^) cells (*P* = 0.03) compared with *Kat6b*^*+/+*^ controls (Figs 4D–F and S6A and B). No difference in cell viability was observed between genotypes (Fig S6C–F).

**Figure 4.**
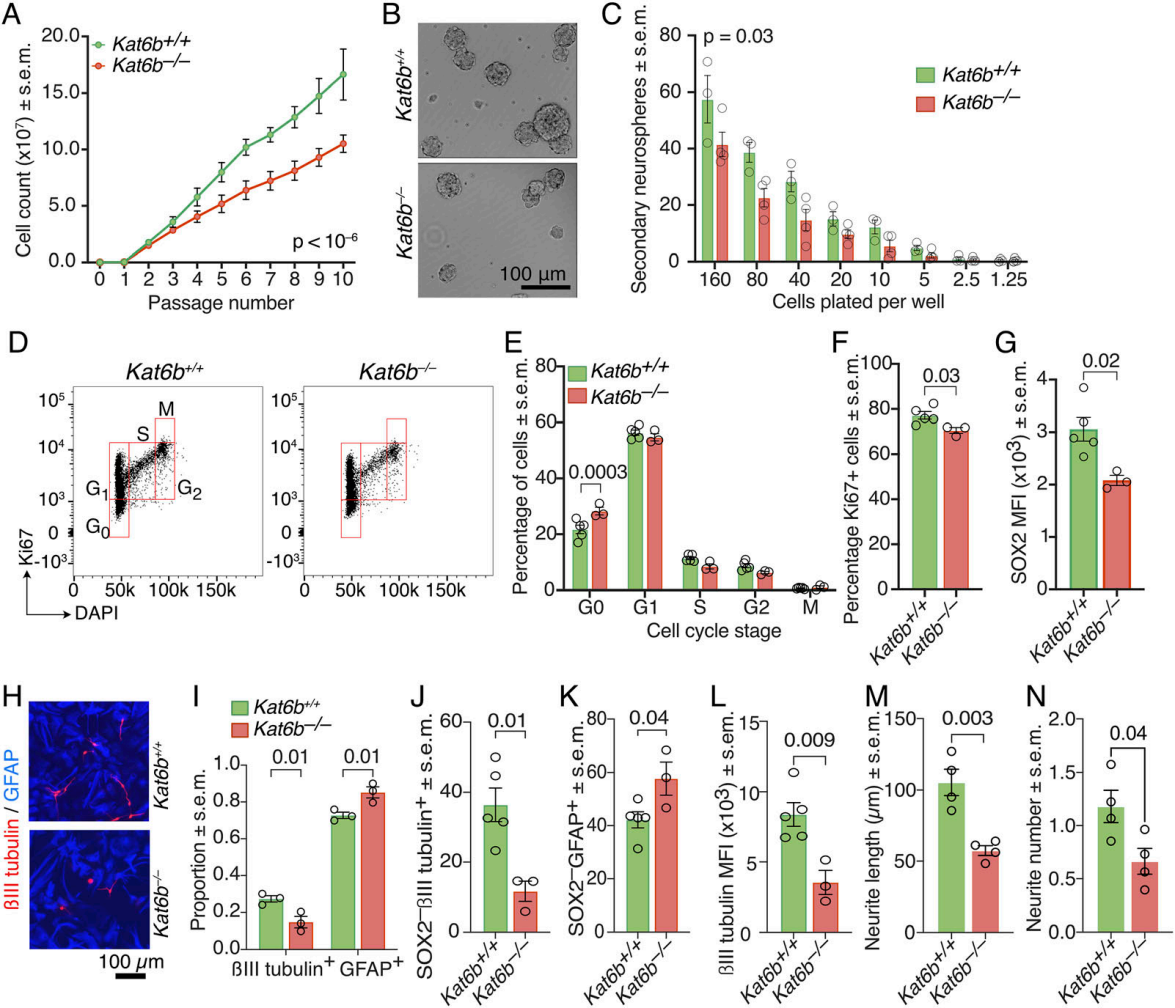
Loss of KAT6B impairs embryonic NSPC proliferation, self-renewal, and neuronal differentiation. **(A)** Cumulative cell counts of NSPC cultures derived from E12.5 dorsal telencephalon tissue of *Kat6b*^*+/+*^ or *Kat6b*^*−/−*^ animals over 10 passages. **(B)** Representative images of *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ neurosphere colonies at passage 4. Scale bar 100 μm. **(C)** Number of secondary neurospheres generated by passage 5 *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPC cultures in a dilution series. Circles represent averages of three technical replicates per three to four biological replicates per genotype and dilution. **(D, E, F)** Cell cycle analysis of *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPCs. Representative flow cytometry plot of Ki67 versus DAPI staining of *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPCs with the cell cycle stages G_0_, G_1_, S, G_2_ and M indicated (D). **(E, F)** Percentage of passage 3 NSPCs in each cell cycle stage (E) and percentage of proliferating (Ki67^+^) cells (F) in *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPC cultures. **(G)** Median fluorescence intensity of SOX2 protein per cell detected by intranuclear immuno-staining and flow cytometry in passage 3 NSPCs. **(H, I)** Representative images (H) and quantification (I) of passage 3 *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPC cultures grown for 6 d in differentiating conditions, stained to detect astrocytes (GFAP^+^, blue) and neurons (βIII tubulin^+^, red). Scale bar 100 μm. **(J, K, L)** Quantification of the percentage of SOX2^–^βIII tubulin^+^ (J) and SOX2^–^GFAP^+^ (K) cells in passage 3 *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPCs grown for 6 d in differentiating conditions and median fluorescence intensity of βIII tubulin per cell in βIII tubulin^+^ cells (L) assessed by flow cytometry. **(M, N)** Quantification of the average primary neurite length (M) and number of secondary neurites (N) in βIII tubulin and DAPI stained *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ E16.5 cortical neurons after 5 d in culture. 100–200 neurons assessed per fetus. N = 3–4 (A, C), 3–5 (E, F, G, J, K, L), 3 (I) and 4 (M, N), embryos or fetuses per genotype. Each circle represents NSPCs (A, C, E, F, G, I, J, K, L) and E16.5 cortical neurons (M, N) derived from an individual embryo or fetus. Data are presented as mean ± SEM and were analyzed using a two-way ANOVA with Šidák correction (A, C, E, I) or unpaired *t* test (F, G, J, K, L, M, N). Source data are available online for this figure.

**Figure S6.**
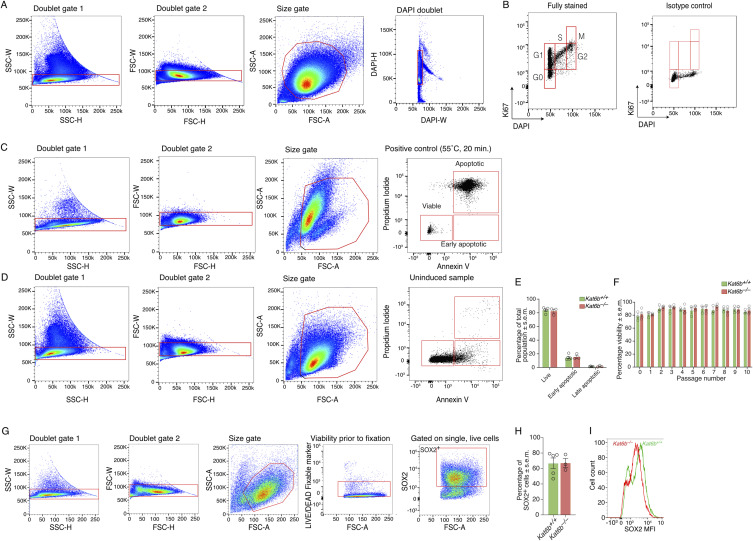
Related to Fig 4: Flow cytometry gating strategies and assessment of cell cycle, cell death and SOX2 protein levels in proliferating *Kat6b*^−/−^ and *Kat6b*^*+/+*^ NSPCs. **(A, B)** Gating strategy for the assessment of the cell cycle by Ki67 and DAPI staining in NSPCs. **(A)** NSPCs were gated on single cells (doublet excluded) and size selected DAPI stained cells (A). **(B)** G0, G1, S, G2 and M cell cycle phase gates shown in a Ki67 stained sample and in a sample stained with an isotype control (B). **(C, D)** Gating strategy to assess cell death and apoptotic cell death. NSPCs were stained for annexin V and propidium iodide (PI). Positive control (cell death induced by incubation at 55°C for 20 min) (C) and uninduced sample (D). **(E)** Percentage live, early apoptotic, and late apoptotic cells in *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ passage 3 NSPCs based on annexin V versus PI staining. **(F)** Viable cells based on trypan blue exclusion in cultures of *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPCs over 10 passages. **(G)** Gating strategy to assess the marker and regulator of NSPCs, SOX2, by flow cytometry. Cell doublet were excluded, and cells were size selected. Populations were gated on viable cells (negative for a LIVE/DEAD Fixable marker, an indicator of viability before fixation). **(H)** Percentage SOX2^+^ cells in *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ passage 3 NSPCs. **(I)** Representative histogram of the median fluorescence intensity of *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPCs stained for SOX2 assessed by intranuclear flow cytometry. Each circle (E, F, H) represents NSPCs derived from the dorsal telencephalon of an individual embryo. N = 3–5 embryos per genotype. Data are presented as mean ± SEM and were analyzed using a two-way ANOVA with Šidák correction (E, F) and an unpaired *t* test (H).

Proliferating *Kat6b*^*−/−*^ NSPCs contained a similar percentage of cells positive for the NSC marker and regulator SOX2 but showed a 30% reduction in the level of SOX2 protein levels per cell compared with *Kat6b*^*+/+*^ cells (*P* = 0.02; Figs 4G and S6G–I). Under differentiating conditions, *Kat6b*^*−/−*^ NSPCs gave rise to 46% fewer βIII tubulin^+^ neurons (*P* = 0.01) and proportionally more GFAP^+^ astrocytes (*P* = 0.01) than *Kat6b*^*+/+*^ controls assessed by immunofluorescence (Fig 4H and I). Congruently, by flow cytometry, *Kat6b*^*−/−*^ NSPCs gave rise to 68% fewer SOX2^–^βIII tubulin^+^ neurons, 37% more SOX2^–^GFAP + astrocytes (*P* = 0.01 and *P* = 0.04, respectively) and also showed a 58% reduction in βIII tubulin protein levels (*P* = 0.009; Figs 4J–L and S7A–C). *Kat6b*^*−/−*^ cortical neurons displayed shorter primary neurites (*P* = 0.003) and fewer secondary neurites (*P* = 0.04) compared with *Kat6b*^*+/+*^ controls (Figs 4M and N and S7D–F).

**Figure S7.**
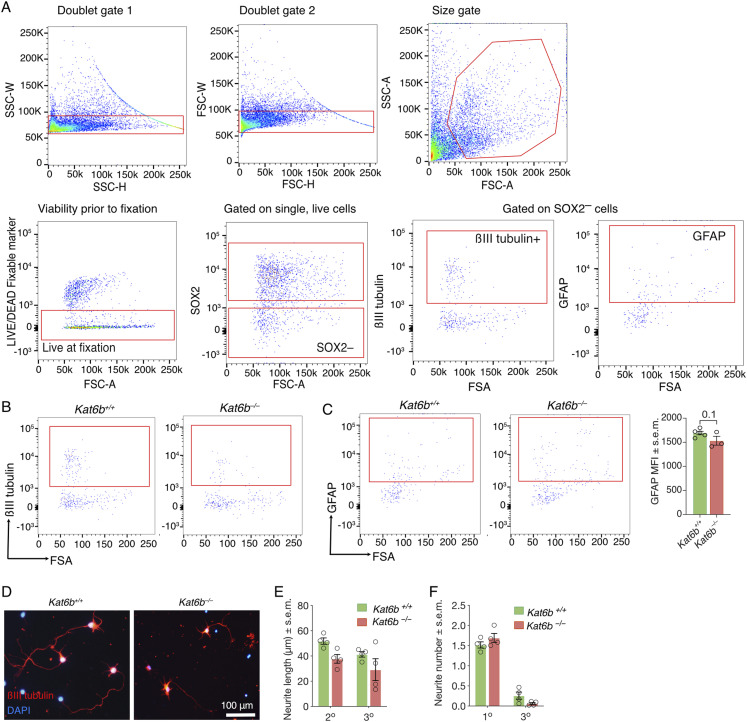
Related to Fig 4: Flow cytometry gating strategies and assessment of marker protein levels in differentiating *Kat6b*^−/−^ and *Kat6b*^*+/+*^ NSPCs and neurite outgrowth in *Kat6b*^−/−^ and *Kat6b*^*+/+*^ E16.5 cortical neurons. **(A)** Gating strategy to assess differentiating NSPCs by flow cytometry. Cell doublets were excluded. Cells were size selected and gated on viable cells (negative for a LIVE/DEAD Fixable marker, as an indicator of viability before fixation). βIII tubulin^+^ neurons and GFAP^+^ astrocytes were assessed in the SOX2^–^ population. **(B, C)** Representative flow cytometry plots for βIII tubulin^+^ (B) or GFAP^+^ (C) cells in passage 3 *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ NSPCs grown for 6 d in differentiating conditions, gated on SOX2^–^ cells with quantification of the median fluorescence intensity for GFAP (C) in GFAP^+^ *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ cells. MFI for βIII tubulin is shown in Fig 4L. **(D, E, F)** Representative images of βIII tubulin (red) and DAPI (blue)-stained *Kat6b*^*+/+*^ and *Kat6b*^*−/−*^ E16.5 cortical neurons plated at 10,000 cells/cm^2^ (D). Scale bar = 100 μm. Quantification of the average length (μm) of secondary and tertiary neurites ((E); primary neurite length displayed in Fig 4M) and average number of primary and tertiary neurites per cell ((F); number of secondary neurites displayed in Fig 4N). Average of 100–200 neurons per fetus. N = cell isolates from three to five embryos (C) and four fetuses (E, F) per genotype. Each circle represents a cell culture derived from the E12.5 dorsal telencephalon (C) or E16.5 cortex (E, F) of an individual embryo or fetus. Data are presented as mean ± SEM and were analyzed using an unpaired *t* test (C) or a two-way ANOVA with Šidák correction (E, F).

Overall, loss of KAT6B appeared to affect neurogenesis from embryonic NSPCs at several levels including stem cell self-renewal, proliferation, neuronal differentiation, and neurite outgrowth. KAT6B appeared to be required for normal protein levels of the stem cell transcription factor SOX2 and the neuronal marker βIII tubulin.

### KAT6B promotes SOX family gene expression and directly targets the *Sox2* and *Pax6* genes

Among the brain development genes prominently affected by the absence of KAT6B was the SOX gene family. In NSPCs, SOX2 protein levels were reduced (Fig 4G), *Sox1*, *2*, *4*, *8*, *9*, and *21* were among the top 20 brain development genes and *Sox2*, *5*, and *10* were among the top neural precursor proliferation genes that were down-regulated in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs (Fig 2F and G). We therefore examined the effects of KAT6B on the SOX gene family in further detail. Loss of KAT6B prominently down-regulated most SOX family genes in NSPCs, E12.5 dorsal telencephalon, and E15.5 cortex (FDR within gene family = 0.05 to 3 × 10^−6^; Figs 5A–C and S8A). The SOX gene family was enriched among genes down-regulated in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ E12.5 dorsal telencephalon and E15.5 cortex (*P* = 0.003 and 0.001, respectively; Fig S8B and C). Congruently, some SOX genes were up-regulated when *Kat6b* was overexpressed (FDR within gene family = 0.05 to 3 × 10^−5^; Fig 5D–F). Consistent with KAT6B promoting *Sox2* expression, we observed a strong positive correlation between genes differentially expressed in *Kat6b*^*−/−*^ versus control NSPCs and those lacking *Sox2* (Bertolini et al, 2019) (*P* = 0.0006; Figs 5G and S8D). Of 739 genes that were differentially expressed in both, *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ and *Sox2*^*−/−*^ versus *Sox2*^*+/+*^ NSPCs, 91% were changed in the same direction in both comparisons, 640 down-regulated and 31 up-regulated (Table S4), indicating similar effects of loss of KAT6B and loss of SOX2 on gene transcription in NSPCs. Of the top 20 genes down-regulates in either *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ or *Sox2*^*−/−*^ versus *Sox2*^*+/+*^ NSPCs, 16 were down-regulated in both (Fig S8). Genes down-regulated in both comparisons were enriched for nervous system development GO terms (Fig S8F) and included genes mutated in human nervous system disorders, including autism spectrum disorder genes, epilepsy genes, developmental disorders, and several neurodegenerative disorders (Fig S8G).

**Figure 5.**
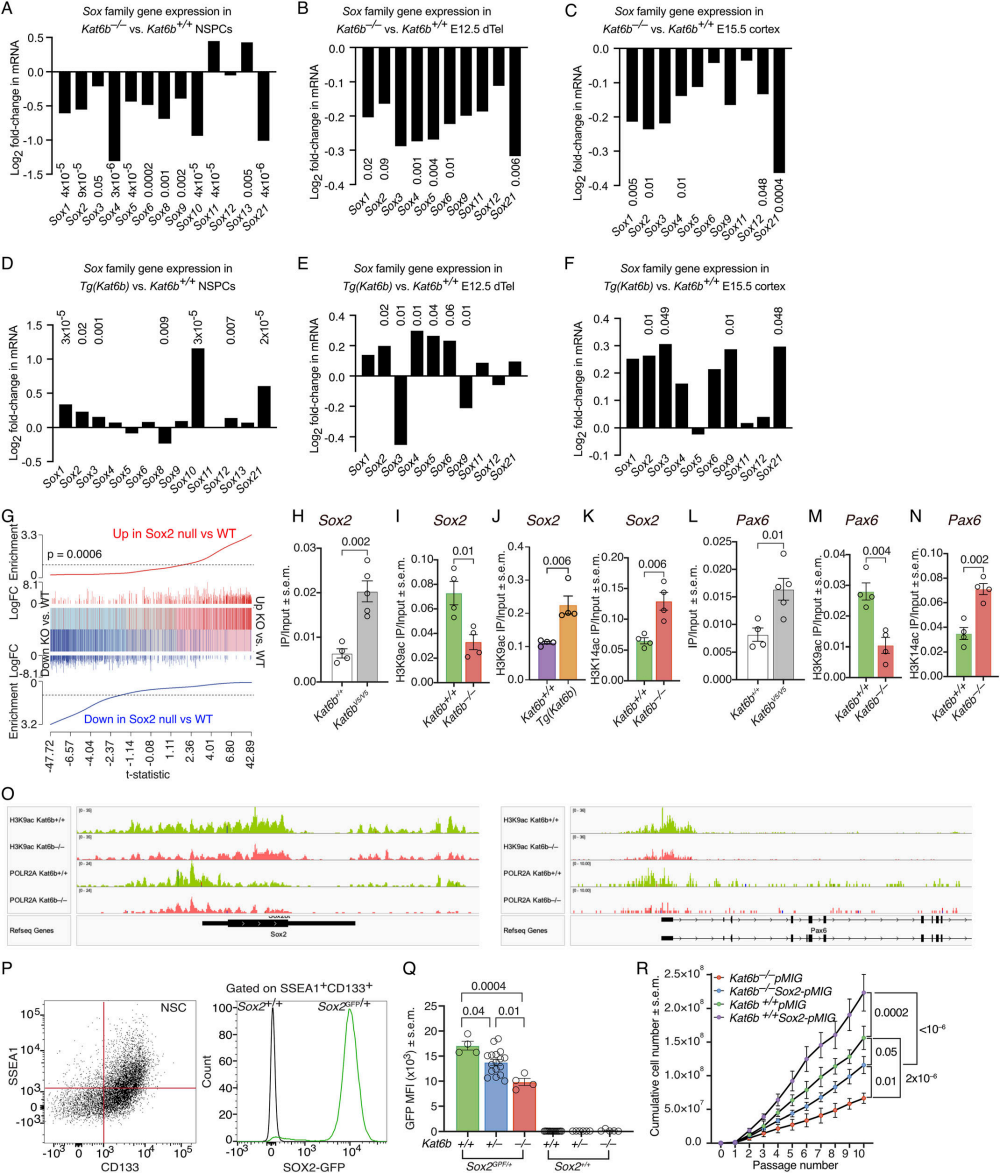
KAT6B promotes expression of SOX family genes. **(A, B, C, D, E, F)** Log_2_ fold change in mRNA for SOX family genes in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ (A, B, C) and *Tg(Kat6b)* versus *Kat6b*^*+/+*^(D, E) passage 5 NSPCs (A, D), E12.5 dorsal telencephalon (B, E) and E15.5 cortex (C, F). An average expression cut-off of > 32 counts per one million reads was used. FDRs < 0.05 shown above or below each bar. **(G)** Barcode plot showing the correlation of genes differentially expressed in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs (this study) and *Sox2*^*−/−*^ versus control NSPCs (Bertolini et al, 2019). **(H, I, J, K, L, M, N)** ChIP-qPCR results detecting: (H, L) KAT6B-V5 occupancy at the *Sox2* and *Pax6* promoters in in *Kat6b*^*V5/V5*^ versus *Kat6b*^*+/+*^ E15.5 cortex. **(I, J, M)** H3K9ac levels in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ (I, M) and *Tg(Kat6b)* versus *Kat6b*^*+/+*^ E15.5 cortex (J) at the *Sox2* (I, J) and *Pax6* promoters (M). **(K, N)** H3K14ac levels in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ E15.5 cortex at the *Sox2* (K) and *Pax6* promoters (N). **(O)** Read depth plots of CUT&Tag sequencing reads displaying H3K9ac and POLR2A occupancy at the *Sox2* and *Pax6* genes showing representative plots of N = 4 *Kat6b*^*+/+*^ and 4 *Kat6b*^*−/−*^ NSPC isolates. **(P)** Representative flow cytometry plot showing the gating strategy for SSEA1 and CD133 double positive NSCs and histogram showing *Sox2*-GFP positive cells in *Sox2*^*Gfp/+*^ and GFP negative *Sox*^*+/+*^ cells isolated from E12.5 dorsal telencephalon tissue. **(Q)** Median fluorescence intensity of GFP in SSEA1^+^CD133^+^ cells from *Kat6b*^*+/+*^, *Kat6b*^*+/−*^ and *Kat6b*^*−/−*^ embryos with and without the *Sox2*^*Gfp*^ allele. **(R)** Cumulative growth curve for NSPCs isolated from *Kat6b*^*−/−*^ and *Kat6b*^*+/+*^ embryos and transfected with a *Sox2* overexpression vector (*Sox2-pMIG; pMSCV-Sox2-IRES-GFP II*) or empty vector (*pMIG*; *pMIG II*) at passage 3. N = 2–6 NSPC cultures, 3–4 E12.5 dorsal telencephalon or 4–5 E15.5 developing cortex samples per genotype (A, B, C, D, E, F, G), 4–5 E15.5 cortex samples (H, I, J, K, L, M, N), NSPCs from four embryos per genotype (O, R) and 4–17 E12.5 dorsal telencephalon samples (Q). Each circle represents NSPCs or tissue from an individual embryo or fetus (H, I, J, K, L, M, N, Q). Data were analyzed as stated in the methods section (A, B, C, D, E, F, G), using an unpaired *t* test (H, I, J, K, L, M, N), one-way (Q) or two-way ANOVA with Dunnett correction (R). Source data are available online for this figure.

**Figure S8.**
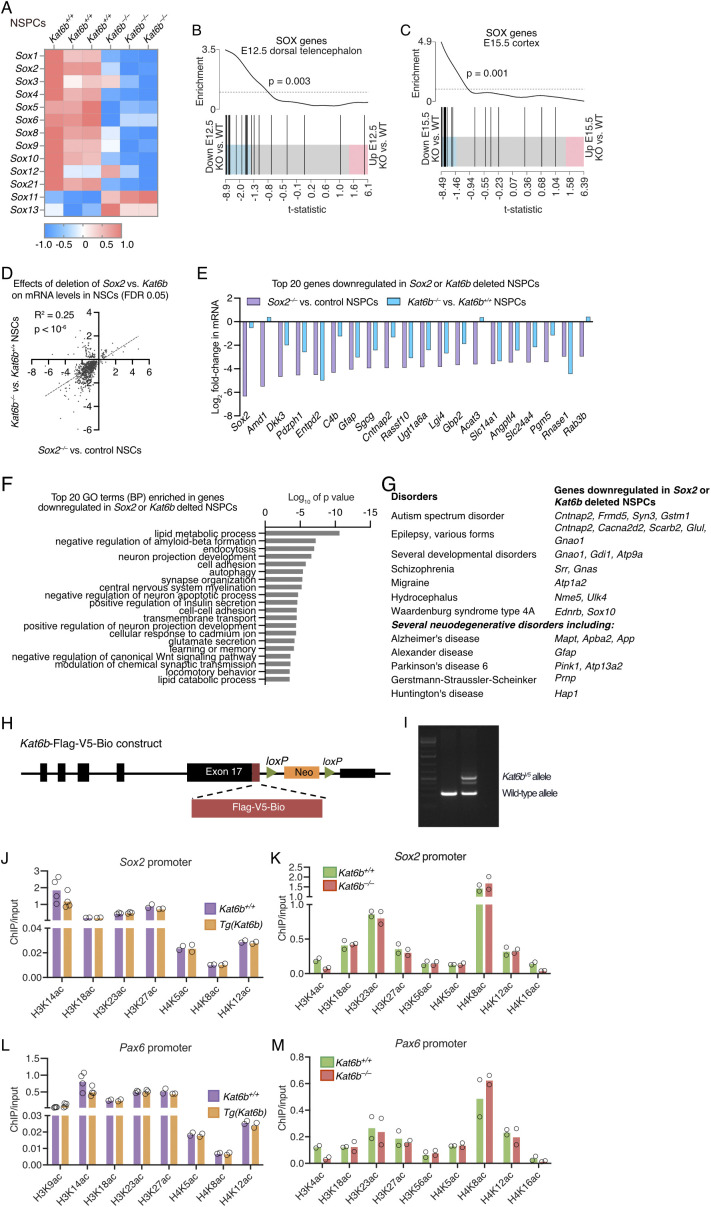
Related to Fig 5: The SOX gene family is enriched among genes down-regulated in the absence of *Kat6b* and up-regulated when *Kat6b* is overexpressed. **(A, B, C)** RNA-sequencing results for the SOX gene family in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs (A), E12.5 dorsal telencephalon (B) and E15.5 cortex (C) displayed as a heatmap of RPKM (A) and barcode plots showing enrichment among down-regulated genes (B, C). RNA-sequencing data were analyzed as described in the methods section. **(D)** Correlation of the log_2_-fold-changes in expression of genes that were differentially expressed in both, *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ and *Sox2*^*−/−*^ versus *Sox2*^*+/+*^ NSPCs. **(E)** Log_2_-fold-changes of the top 20 genes most strongly down-regulated in *Sox2*^*−/−*^ versus *Sox2*^*+/+*^ NSPCs and also shown for *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs. **(F)** GO term (biological process, BP) enriched in genes down-regulated in both, *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ and *Sox2*^*−/−*^ versus *Sox2*^*+/+*^ NSPCs. **(G)** Human nervous system disorders associated with genes down-regulated in both, *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ and *Sox2*^*−/−*^ versus *Sox2*^*+/+*^ NSPCs. **(H, I)** Schematic drawing of the construct used to target the *Kat6b* gene in ES cells to insert a triple tag (Flag-V5-biotinylation signal sequence) at the 3′end of the *Kat6b* coding sequence (H). ES cells were used to generate chimeric mice and a mouse strain. PCR genotyping gel (I). Mice homozygous for the triple tag insertion were viable and fertile, unlike *Kat6b*^*−/−*^ mice, which died at birth, indicating that the KAT6B-Flag-V5-BIO protein was functional. **(J, K, L, M)** ChIP-qPCR results for acetylation levels at H3 and H4 lysine residues at the *Sox2* promoter (J, K) and the *Pax6* promoter (L, M) in *Tg(Kat6b)* versus *Kat6b*^*+/+*^ (J, L) and *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ E15.5 cortex (K, M). N = NSPCs, E12.5 dorsal telencephalon and E15.5 cortex isolated from two to five embryos or fetuses per genotype. Each circle represents a cortex from an individual E15.5 fetus (J, K, L, M). Data are displayed as mean and individual data points (J, K, L, M) and were analyzed by Welch *t* test. RNA-seq data analyses are described in the methods section.

Table S4. Genes differentially expressed at FDR < 0.05 in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ and *Sox2*^*−/−*^ versus *Sox2*^*+/+*^ NSPCs.

To determine whether KAT6B could be a direct regulator of *Sox2*, we assessed if KAT6B bound the *Sox2* locus. Given the absence of reliable antibodies against KAT6B, we generated mice in which we tagged the endogenous KAT6B with a V5-tag (*Kat6b*^*V5*^; Fig S8H and I). Unlike *Kat6b*^*−/−*^ mice, which on a C57BL/6 genetic background die at birth, *Kat6b*^*V5/V5*^ mice were viable and fertile, indicating that the KAT6B-V5 protein was functional. We used anti-V5 antibodies to detect the tagged form of KAT6B in *Kat6b*^*V5/V5*^ mice by ChIP-qPCR. We observed a 3.2-fold enrichment of KAT6B-V5 binding to the *Sox2* promoter in *Kat6b*^*V5/V5*^ compared with *Kat6b*^*+/+*^ E15.5 cortex (*P* = 0.002; Fig 5H). Furthermore, H3K9ac levels were reduced at the *Sox2* promoter in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ and increased in *Tg(Kat6b)* versus *Kat6b*^*+/+*^ E15.5 cortex (*P* = 0.01 and 0.006; Fig 5I and J). H3K14ac levels were increased in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ in E15.5 cortex (*P* = 0.006; Fig 5K).

Apart from the *Sox* gene family, other neural development genes were also affected by loss or gain of KAT6B (Figs 2 and 3), including the paired homeodomain transcription factor gene *Pax6*, a NSC gene (Fig 2F and G). We found a 2-fold enrichment of KAT6B-V5 occupancy at the *Pax6* promoter in *Kat6b*^*V5/V5*^ compared with *Kat6b*^*+/+*^ E15.5 cortex (*P* = 0.01; Fig 5L). H3K9ac levels were reduced (*P* = 0.004) and H3K14ac levels increased (*P* = 0.002) at the *Pax6* promoter in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ E15.5 cortex (Fig 5M and N). Acetylation at other histone residues was not affected by loss or gain of KAT6B at the *Sox2* and *Pax6* promoters (Fig S8J–M). Read depth plot examination suggested that loss of KAT6B was associated not only with a reduction in H3K9ac, but also a reduction in POLR2A occupancy at the *Sox2* and *Pax6* genes (Fig 5O) and at other *Sox* genes (Fig S9).

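The CUT&Tag counts of the 13 *Sox* genes plotted in Fig 5A were compared between *Kat6b*-/- and *Kat6b*+/+ NSPCs. H3K9ac in their gene bodies had a median log2 fold change of −0.35, lower at 11 and higher at 2 genes (camera, adjusted p = 1.26e-05, and fry, adjusted p = 1.64e-04), and 8 were lower past an adjusted p of 0.05 over all genes in edgeR's quasi-likelihood test, 9 adjusted over the list alone. *Sox12* was at −0.51 (standard error 0.09), *Sox3* at −0.44 (standard error 0.13) and *Sox21* at −0.35 (standard error 0.07). *Sox5* was at 0.13 (standard error 0.06). *Sox10* was at 0.04 (standard error 0.16), and without *Kat6b*-/- replicate 1 at −0.06. POLR2A could be tested at the promoters of 11 *Sox* genes and had a median log2 fold change of 0.0071, with 5 lower and 6 higher and none past the threshold (camera, adjusted p = 0.998, and fry, adjusted p = 0.849). With the TES downstream totals as library sizes this median was −0.07, with 7 lower, against −0.09 for all promoters tested. At an unadjusted p under 0.05 the *Sox9* and *Sox21* promoters were higher, by 0.59 (standard error 0.23) and 0.40 (standard error 0.18). *Sox2* was at 0.12 (standard error 0.16). The *Pax6*, *Sox10* and *Sox13* promoters held too few POLR2A counts to be tested. The promoter regions end at the transcription start site, whereas the read depth plots of the paper show the genes. POLR2A over these gene bodies is not given here, so the fall that the paper proposes was not tested.

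**Figure D3:**
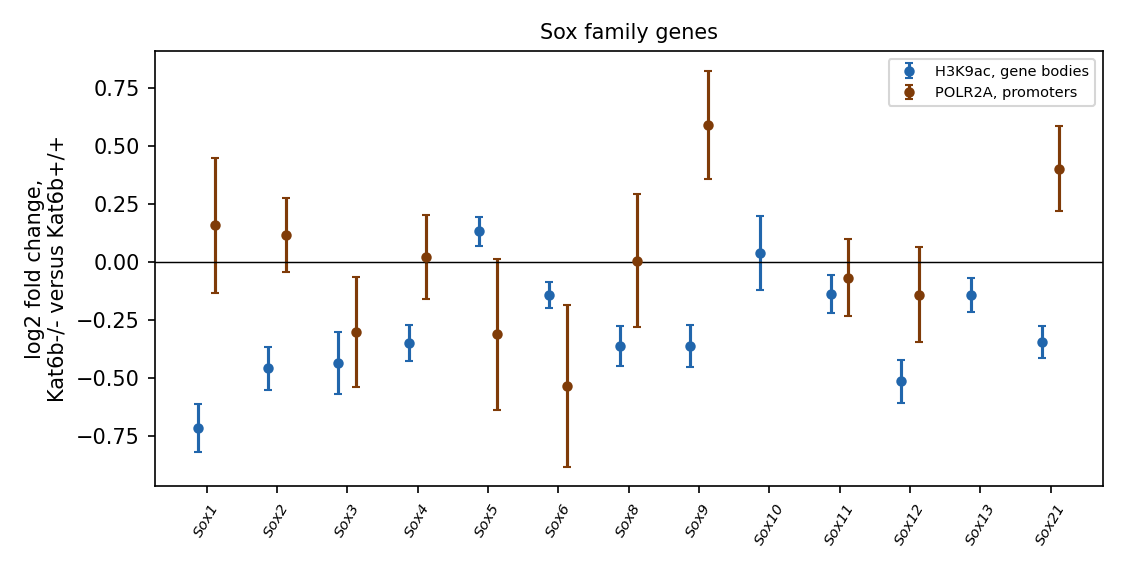
Log2 fold change between *Kat6b*-/- and *Kat6b*+/+ NSPCs (y axis) of H3K9ac in gene bodies and of POLR2A at promoters of *Sox* genes (x axis), as fitted values with bars of 1 standard error from 4 libraries per genotype. H3K9ac lies below 0 for 11 genes, and POLR2A for 5 of the 11 promoters tested; with the TES downstream totals it does for 7.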

**Figure S9.**
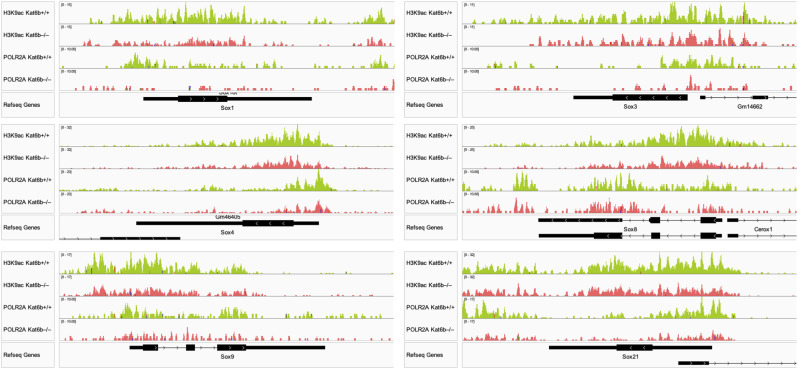
Related to Fig 5: H3K9ac levels and POLR2A occupancy at SOX family genes in *Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^ NSPCs. Read depth plots of CUT&Tag sequencing reads displaying H3K9ac and POLR2A occupancy at the *Sox1*, *3*, *4*, *8*, *9*, and *21* gene loci showing representative plots of N = 4 *Kat6b*^*+/+*^ and 4 *Kat6b*^*−/−*^ NSPC isolates. *Sox2* locus displayed in Fig 5O.

To further interrogate the effect of KAT6B on SOX2 expression, we assessed *Sox2* promoter activity in NSCs isolated from E12.5 dorsal telencephalon of *Kat6b*^*+/+*^, *Kat6b*^*+/−*^ and *Kat6b*^*−/−*^ embryos that also expressed a *Gfp* reporter gene driven by the *Sox2* promoter (*Sox2*^*GFP*^) (Arnold et al, 2011) by flow cytometry. Gating on SSEA1 and CD133 double positive cells, enriched for NSCs (Capela & Temple, 2002; Corti et al, 2007), we observed a gene-dose dependent reduction in *Sox2*-GFP levels in *Kat6b*^*+/−*^ and *Kat6b*^*−/−*^ compared with *Kat6b*^*+/+*^ cells (*P* = 0.04 and 0.0004; Fig 5P and Q), demonstrating a requirement for KAT6B for normal *Sox2* promoter activity.

Given the role of SOX2 as a driver of NSC multipotency and self-renewal (Suh et al, 2007; Miyagi et al, 2008; Favaro et al, 2009; Arnold et al, 2011), we postulated that SOX2 overexpression might rescue the proliferation defect of *Kat6b*^*−/−*^ NSPCs (Fig 4A). Consistent with previous results (Fig 4A), *Kat6b*^*−/−*^ NSPC expressing the empty vector (*Kat6b*^*−/−*^*pMIG*) grew slower than *Kat6b*^*+/+*^*pMIG* NSPCs (*P* = 2 × 10^−6^; Fig 5R). Remarkably, overexpression of *Sox2* in *Kat6b*^*−/−*^*Sox2-pMIG* NSPCs caused a partial rescue of proliferation. The proliferation capacity of *Kat6b*^*−/−*^*Sox2-pMIG* NSPCs was greater than *Kat6b*^*−/−*^*pMIG*^*+/+*^ NSPCs (*P* = 0.01) and only marginally different from WT control cultures (*P* = 0.05; Fig 5R). In addition, *Kat6b*^*+/+*^*Sox2-pMIG* NSPCs proliferated faster than *Kat6b*^*−/−*^*Sox2-pMIG* NSPCs (*P* = 0.0002), suggesting that SOX2 drove fast NSPC proliferation in the presence of KAT6B and that SOX2 was unable to exert this strong proliferative effect to its full extent in the absence of KAT6B (*P* < 10^−6^ for *Kat6b*^*+/+*^*Sox2-pMIG* vs. *Kat6b*^*−/−*^ *Sox2-pMIG* NSPCs).

## Discussion

In this study, we report the molecular effects of the histone acetyltransferase KAT6B during brain development and in embryonic NSPCs. We showed that KAT6B is essential for normal levels of H3K9ac at many genes, in particular brain development genes, including SOX family transcription factor genes. Notably, we show that KAT6B binds to and regulates the expression of a key regulator gene of neural precursor development, *Sox2*. In the absence of KAT6B, we observed a reduction in H3K9ac, *Sox2* promoter activity, *Sox2* mRNA, and SOX2 protein levels. We demonstrated direct binding of KAT6B to the *Sox2* promoter. Consistent with these results, *Sox2* overexpression partially rescued the proliferation defect of *Kat6b*^*−/−*^ NSPCs in vitro.

Identification of KAT6B as promoting the expression of brain-specific genes in the developing cortex is consistent with the cognitive disorders caused by heterozygous mutations in the human *KAT6B* gene. The effects of KAT6B on the SOX gene family mirror the roles of its closely related paralogue KAT6A in promoting HOX, TBX and DLX family gene expression (Voss et al, 2009, 2012b; Sheikh et al, 2015a; Vanyai et al, 2019). These findings suggest that activation of important developmental control gene families has been divided between this pair of closely related proteins, KAT6A and KAT6B. Unique among chromatin regulators, *Kat6b* is strongly regulated at the mRNA level in the forebrain. *Kat6b* mRNA levels are low before the onset of cortex development but between E11.5 and E15.5 they are strongly up-regulated during neural precursor proliferation and differentiation (Thomas et al, 2000).

Heterozygous null mutation in the human *KAT6B* gene causes a reduction in global histone H3 acetylation (Kraft et al, 2011). Our data suggest that the specific lysine target of KAT6B is H3K9 (here and Bergamasco et al [2024a, 2024b]). Loss of KAT6B did not abolish H3K9ac completely, indicating that other histone acetyltransferases acetylate H3K9, too. This role has been ascribed to KAT2A (GCN5) and KAT2B (PCAF) (Jin et al, 2011) and to the KAT6B paralogue KAT6A (Voss et al, 2009, 2012b; Sheikh et al, 2015b; Vanyai et al, 2015, 2019; Lv et al, 2017; Yan et al, 2022). Interestingly, mRNA levels of the *Kat2a* gene were up-regulated in the absence of KAT6B and down-regulated when *Kat6b* was overexpressed, suggesting an attempt at compensatory up-regulation of this H3K9 acetyltransferase, which, however, did not achieve normal H3K9ac levels, gene expression or brain development. Similarly, the presence of *Kat6a* mRNA and the down-regulation of the histone deacetylase genes, *Hdac11* and *Sirt2*, were insufficient for a rescue of H3K9ac levels.

In addition, we found H3K23 to be a potentially cell type-specific acetylation target of KAT6B. H3K23 was reported to be a KAT6B target in previous studies (Simo-Riudalbas et al, 2015; Klein et al, 2019). H3K23ac is also catalyzed by KAT6A (Lv et al, 2017; Yan et al, 2020; Sharma et al, 2023). KAT6A is required for H3K9ac at specific gene loci in mouse embryonic fibroblasts (Sheikh et al, 2015b), in E10.5 embryos and tissue (Voss et al, 2009, 2012b; Vanyai et al, 2015, 2019) and in AML cells (Yan et al, 2022), as well as for H3K23ac in glioblastoma cells (Lv et al, 2017) and breast cancer cells (Sharma et al, 2023). These findings indicate that the histone lysine target of KAT6B and KAT6A may be cell-type dependent. Alternatively, KAT6A may be better able to compensate for a reduction in H3K23ac caused by loss of KAT6B in NSPCs in vitro than in the developing cortex in vivo.

Surprisingly, we also observed an increase in H3K14ac in E12.5 *Kat6b*^*−/−*^ embryos and NSPCs along with a genome-wide increase in DNA accessibility. H3K14ac is dependent on another MYST family histone acetyltransferase, KAT7, in tissues and cell types during mouse development and in several human cell types (Kueh et al, 2011, 2020, 2023; Mishima et al, 2011; Feng et al, 2016). Given that histone H3 lysine 9 and 14 residues are only five amino acids apart, steric hindrance may occur between the KAT7 and the KAT6B multiprotein complexes. Reduced KAT6B complex occupancy at H3K9 in *Kat6b*^*−/−*^ samples may provide an opportunity for increased access by the KAT7 complex. Alternatively, or in addition, KAT7, KAT6A, and KAT6B share protein complex members (Doyon et al, 2006) and therefore loss of KAT6B may increase protein complex partner availability for KAT7 and/or KAT6A complexes, altering the stoichiometric balance of MYST family histone acetyltransferase complexes within the cell. Notably, the increase in H3K14ac did not rescue the effects of loss of KAT6B and reduction in H3K9ac at the *Sox2* and *Pax6* gene and reduced expression of over 3,000 genes, indicating the importance of KAT6B and normal H3K9ac levels for neural development and suggesting that a reduction in H3K9ac cannot be compensated for by an increase in H3K14ac.

KAT6B and SOX2 appear to form a positive feedback loop. Not only does KAT6B bind the *Sox2* gene and promote *Sox2* expression (shown here), it has also been demonstrated that SOX2 binds the *Kat6b* gene in ES cells (Whyte et al, 2013; Cosentino et al, 2019) and NSCs (Bertolini et al, 2019). Positive feedback loops involving SOX2 have been shown to regulate NSPC self-renewal (SOX2 and EGFR [Hu et al, 2010]) and inhibit premature differentiation (SOX2 and SOX6 [Lee et al, 2014]). Similarly, a positive feedback loop may also exist between KAT6B and PAX6, whereby KAT6B binds to and activates *Pax6* gene expression (shown here), and PAX6 binds the *KAT6B* gene is ES cell-derived neural progenitors (Thakurela et al, 2016).

Consistent with SOX2 being a KAT6B gene target in the developing cerebral cortex, the *Kat6b* and *Sox2* genes are both expressed strongly in the dorsal telencephalon at E10.5 to E12.5 (Thomas et al, 2000; Thomas & Voss, 2004; Iwafuchi-Doi et al, 2011; Roberts et al, 2014) and in the developing cortex at E14.5–E17.5 (Thomas et al, 2000; Diez-Roux et al, 2011; Cánovas et al, 2015). Both genes are more strongly expressed in the developing cortex than in neighboring tissues. Importantly, there is a notable overlap in the phenotypic consequences of SOX2 and KAT6B deficiency in neural cell types. While the complete loss of SOX2 and KAT6B cause dissimilar phenotypes, namely very early embryonic lethality before the egg cylinder stage (Avilion et al, 2003) versus death at birth (Thomas et al, 2000), *Sox2* mRNA levels are not reduced to zero in the absence of KAT6B and therefore the homozygous null mutation of *Sox2* is not a relevant comparison in this context. In contrast, hypomorphic alleles of *Sox2* and *Kat6b* cause similar phenotypic anomalies. Mice carrying a *Sox2* hypomorphic allele, lacking 70–75% of endogenous mRNA levels, have reduced GABAergic neurons in the newborn cortex and adult olfactory bulb (Cavallaro et al, 2008) and impaired neurogenesis in the adult hippocampus and subventricular zone niches (Ferri et al, 2004). Similarly, *Kat6b*^*gt/gt*^ adult mice have fewer GAD67+ GABAergic neurons (Thomas et al, 2000) and fewer neuroblasts in the rostral migratory stream (Merson et al, 2006). Neurons derived from *Sox2* deficient neuronal progenitors show impaired arborization and only weakly express markers of mature neurons (Cavallaro et al, 2008), consistent with impaired neurite outgrowth in *Kat6b*^*−/−*^ E16.5 cortical neurons and reduced levels ßIII-tubulin protein in *Kat6b*^*−/−*^ neurons shown here.

While our functional assessment focused on SOX2 as a key KAT6B gene target, other SOX family genes down-regulated in *Kat6b*^*−/−*^ and up-regulated in *Tg(Kat6b)* samples also have important roles in brain development and NSC function. For example, *Sox1* is expressed during neural plate formation and its overexpression promotes neuronal differentiation in P19 cells (Pevny et al, 1998) and mouse NSPCs (Kan et al, 2004). SOX3 inhibits premature astrocyte differentiation by repressing gene targets of SOX9 in the developing mouse spinal cord (Klum et al, 2018) and SOX21 promotes neurogenesis in mouse hippocampal neurons (Matsuda et al, 2012). While it is tempting to attribute each defect in *Kat6b*^*−/−*^ NSPCs to an individual gene target or a small collection of genes, it is more likely that the molecular consequences of loss of KAT6B described in this study result from the cumulative disruption of multiple direct and indirect gene targets. To this point, we only see a partial rescue of the proliferative defect of *Kat6b*^*−/−*^ NSPCs when *Sox2* is overexpressed, indicating that the reduction in SOX2 is not responsible for this phenotype alone.

In conclusion, we have provided a characterization of the effects of loss of KAT6B on histone acetylation and gene expression in general and in particular on the SOX gene family. We identified *Sox2* as a direct target of KAT6B, where KAT6B binds to the promoter of the *Sox2* gene, promotes H3K9ac and *Sox2* promoter activity, *Sox2* mRNA levels, and ultimately SOX2 protein levels. Finally, we showed that overexpression of *Sox2* can partially rescue a *Kat6b* loss of function phenotype, confirming a functional relationship between KAT6B, SOX2, and downstream events. Thus, our molecular analyses of KAT6B function reveal its importance for transcriptionally orchestrating neural development through H3K9ac and chromatin-based activation of development regulatory genes including the SOX2-driven molecular network.

## Materials and Methods

### Ethics statement

Animal experiments were conducted with approval of the WEHI Animal Ethics Committee and performed according to the Australian code for the care and use of animals for scientific purposes.

### Mouse husbandry

Mice were housed four to six animals in ventilated cages (AirLaw) and provided with γ-irradiated feed (Ridley AgriProducts; Barastoc) and sterilized water. Mice were kept in a 14 h light/10 h dark cycle. Noon of the day a vaginal copulation plug was first observed was defined as embryonic day 0.5 (E0.5).

### Mouse strains

We used *Kat6b*^*–*^mice lacking exons 2–12 of the *Kat6b* gene, which we reported previously (Bergamasco et al, 2024a, 2024b), and *Tg(Kat6b)* BAC transgenic mice, which overexpress *Kat6b* ∼4.5-fold, also reported previously (Bergamasco et al, 2024a). *Sox2-GFP* mice (B6; 129S-Sox2tm2Hoch/J [Arnold et al, 2011]) were obtained from the Jackson Laboratory. Mice were genotyped by PCR using primers displayed in Table S5.

Table S5. Genotyping primers.

### Generation of *Kat6b*^*V5*^ mice

A FLAG-V5-biotinylation sequence triple tag with a neomycin phosphotransferase cassette (Soler et al, 2010; Schwickert et al, 2014) was inserted by homologous recombination in *Escherichia coli* into the endogenous *Kat6b* gene after the last codon of KAT6B in a *Kat6b*-containing BAC, followed by targeting of the *Kat6b* locus in embryonic stem cells and germline chimera production to generate *Kat6b*^*Fag-V5-BIO*^ mice (*Kat6b*^*V5*^). *Kat6b*^*V5*^ mice were crossed to *Cre-deleter* mice (Schwenk et al, 1995) to remove the neomycin phosphotransferase cassette. *Kat6b*^*V5*^ mice were genotyped using primers in Table S5.

### NSPC culture

NSPCs were derived from E12.5 dorsal telencephalon and cultured as free-floating neurosphere colonies as described (Rietze et al, 2001) in neurosphere medium (DMEM/F12 [12500-062; Gibco], 5 mM HEPES [H-4034; Sigma-Aldrich], 13.4 mM NaHCO_3_ [G-7021; Sigma-Aldrich], 100 U/ml penicillin–streptomycin [15140-122; Gibco], 25 μg/ml insulin [I-6634; Sigma-Aldrich], 60 μM putrescine dihydrochloride [P-5780; Sigma-Aldrich], 100 μg/ml apo-transferrin [T-2252; Sigma-Aldrich], 30 nM selenium sodium salt [S-9133; Sigma-Aldrich], 20 nM progesterone [P-6149; Sigma-Aldrich], 0.2% BSA [A-3311; Sigma-Aldrich], 20 ng/ml EGF [78006.1; Neurocult] and 10 ng/ml FGF [78003; Neurocult]) at 37°C and 5% CO_2_. Neurospheres were dissociated using Accutase (A1110501; Gibco) in a 37°C water bath for 4 min, counted using an automated cell counter (Countess; Thermo Fisher Scientific) and replated at 10,000 cells/cm^2^. Neurospheres were imaged using an automated cell imager (ZOE, 1450031; Bio-Rad). Molecular and flow cytometry experiments were performed at passages 3–5. Secondary neurosphere formation assays were performed as described (Merson et al, 2006).

For NSPC differentiation, cells were dissociated using Accutase (A1110501; Gibco) and plated onto uncoated plates for flow cytometry or, for immunofluorescence, chamber slides (Nunc LabTek II, 154453; Thermo Fisher Scientific) pre-coated with 0.1 mg/ml poly-D-lysine (P6407; Sigma-Aldrich) followed by 10 μg/ml laminin (L2020; Sigma-Aldrich). Cells were grown in neurosphere medium, but without EGF or FGF and with 1% FCS for 6 d at 5% CO_2_ and 37°C. For flow cytometry, cells were processed as described (Kueh et al, 2023). For immunofluorescence, cells were fixed in 4% PFA (wt/vol) for 20 min at RT, permeabilized and blocked in 10% (vol/vol) FCS and 0.03% (vol/vol) Triton X-100 for 1 h at RT. Slides were incubated O/N at 4°C with anti-βIII tubulin (1:500, G7121; Promega) and anti-GFAP (1:500, Z0334; Dako) in 10% FCS, washed (2 × 5 min PBS) and incubated with goat anti-mouse Alexa Fluor 546 (A11003; Invitrogen) and goat anti-rabbit AMCA (711-155-152; Jackson Immunoresearch) secondary antibodies at 1:400 for 1 h at RT in the dark. Slides were washed (2 × 5 min PBS) and mounted in Dako fluorescent mounting medium (S3023; Agilent).

### Flow cytometry

Intracellular flow cytometry analysis of NSPCs under proliferating and differentiating conditions was performed as described (Kueh et al, 2023) using antibodies listed in Table S6. For Ki67 versus DAPI cell cycle analysis, neurospheres were dissociated with Accutase (4 min, 37°C), fixed and permeabilized for 1 h on ice using the eBioscience Foxp3/Transcription factor staining buffer set (00-5523-00; Thermo Fisher Scientific), washed (2 × 5 min) in 1x permeabilization buffer from the same kit and resuspended in 100 μl/1 × 10^6^ cells 2% FACS buffer (2% [vol/vol] FCS, 150 mM NaCl, 3.7 mM KCl, 2.5 mM CaCl_2_•2H_2_O, 1.2 mM MgSO_4_•7H_2_O, 0.8 mM K_2_HPO_4_, 1.2 mM KH_2_PO_4_, 11.5 mM HEPES, pH 7.4 in MQ-H_2_O) containing 20 μl/1 × 10^6^ cells anti-Ki67 FITC-conjugated antibody or isotype control (AB_396302; BD biosciences). Samples were incubated O/N at 4°C on a rocker, washed (2 × 5 min) in permeabilization buffer and resuspended in 100 μl/1 × 10^6^ cells with 10 μl/ml DAPI (62248; Thermo Fisher Scientific). Cells were incubated on ice for 30 min, washed (2 × 5 min) in permeabilization buffer and resuspended in 100 μl/1 × 10^6^ cells 2% FACS buffer.

Table S6. Antibodies used for flow cytometry and immunofluorescence.

For annexin V versus propidium iodine (PI) cell death analysis, neurospheres were dissociated with Accutase (4 min, 37°C) and processed using the Dead Cell Apoptosis Kit (V13242; Invitrogen) according to the manufacturer’s instructions. For assessment of *Sox2*-GFP levels in E12.5 dorsal telencephalon, tissue was dissected and mechanically dissociated into a single cell suspension in 2% FACS buffer and passed through a 40 μm cell sieve (431750; Corning). Cells were centrifuged (200*g*, 5 min), supernatant removed, and cells resuspended in 2% FACS buffer containing anti-CD133-APC (17-1331-81; eBiosciences) and anti-SSEA1/CD15 (347420; BD Biosciences) antibodies at a 1:200 dilution. Samples were stained on ice for 1 h, washed (2 × 5 min) and resuspended in 2% FACS buffer containing 1:200 human anti-mouse PE-conjugated secondary antibody (made in house) and incubated on ice for 1 h. Samples were washed (2 × 5 min) and resuspended in 2% FACS buffer. Flow cytometry experiments were assessed on a LSRII or Fortessa flow cytometer (BD) at <7,500 events/sec and analyzed using FlowJo analysis software (version 10.7).

### E16.5 cortical neuron culture

E16.5 fetal cortices were dissected under a dissecting microscope (Zeiss). Isolated cortices were washed once in PBS (14190144; Gibco) before dissociation in 200 μl trypsin/EDTA (10006132; Sigma-Aldrich) for 10 min at 37°C. Excess trypsin was removed and replaced with 1 ml cortical neuron medium (DMEM/F12 [12500-062; Gibco], 5 mM HEPES [H-4034; Sigma-Aldrich], 13.4 mM NaHCO_3_ [G-7021; Sigma-Aldrich], 100 U/ml penicillin–streptomycin [15140-122; Gibco], 25 μg/ml Insulin [I-6634; Sigma-Aldrich], 60 μM putrescine dihydrochloride [P-5780; Sigma-Aldrich], 100 μg/ml apo-transferrin [T-2252; Sigma-Aldrich], 30 nM selenium sodium salt [S-9133; Sigma-Aldrich], 20 nM progesterone [P-6149; Sigma-Aldrich], 0.2% BSA [A-3311; Sigma-Aldrich], and 1% FCS). Tissue was gently triturated, and cells passed through a 100 μm cell sieve (431751; Corning). Cells were plated onto chamber slides (C6932; Sigma-Aldrich) pre-coated with 0.1 mg/ml poly-D-lysine (P4832; Sigma-Aldrich) at 10,000 cells/cm^2^, determined using an automated cell counter (Countess; Invitrogen). Cells were cultured at 37°C in 5% CO_2_ for 5 d. On day 5, cells were fixed in 4% (wt/vol) paraformaldehyde (P6148; Sigma-Aldrich) in PBS, for 20 min at RT, nonspecific binding was blocked with 10% (vol/vol) FCS in PBS for 1 h at RT and cells incubated with anti-βIII tubulin antibody (G7121; Promega) at 1:500 dilution in 10% FCS and 0.3% (vol/vol) Triton-X 100 in H_2_O O/N at 4°C. Cells were washed (2 × 5 min) in PBS and incubated anti-mouse Alexa Fluro 546 antibody (A11003; Invitrogen) at 1:400 in 10% FCS for 1 h at RT. Cells were washed in PBS (2 × 5 min at RT) and incubated with 1 μg/ml DAPI (62248; Thermo Fisher Scientific) for 10 min at RT, washed in PBS (2 × 5 min) and mounted in Dako fluorescent mounting medium (S3023; Agilent).

### SOX2 overexpression in cultured NSPCs

The *Sox2* coding sequence (NM011443.4) was cloned by GeneArt Subcloning and Plasmid Services (Thermo Fisher Scientific) into a *pMSCV-IRES-GFP II* (*pMIG II*; Adgene [Holst et al, 2006]) vector using Xho1/EcoR1 restriction enzyme sites to generate a *Sox2* expression construct (*Sox2-pMIG*; *pMSCV-Sox2-IRES-GFP II*). *Sox2-pMIG* or empty vector (*pMIG*; *pMIG II*) were virally packaged using human cells (Phoenix-AMPHO, ATCC CRL-3213). Phoenix cells were plated at a density of 3 × 10^6^ cells/10 cm plate in DMEM + 10% FCS for 24 h before transfection. 5.0 μg *Sox2-pMIG* or *pMIG* were combined with 250 μl 0.5 M CaCl_2_, 250 μl MQ-H_2_O, and 500 μl 2x HBSS (H4385; Sigma-Aldrich), vortexed for 10 s and incubated for 10 min at RT. The transfection mixture was added dropwise over Phoenix cells, swirling the plate to ensure even distribution. The following morning, transfection media was replaced with 6 ml complete neurosphere medium. Viral supernatant was collected at 24 and 48 h, passed through a 0.45 μm filter syringe (16533-K; Sartorius Australia) and added to freshly passaged NSPCs. Transfection efficiency was confirmed by detecting GFP using a fluorescent microscope (Zeiss).

### Western immunoblotting

Histones were extracted from whole E12.5 embryos, E12.5 dorsal telencephalon or cultured NSPCs by acid protein extraction. Cells or tissue were collected, washed in PBS (14190144; Gibco) containing 0.5 mM sodium butyrate (B5887; Sigma-Aldrich) and cOmplete EDTA-free protease inhibitor cocktail (11873580001; Roche) and collected by centrifugation (200*g*, 5 min). Samples were lysed in Histone acid lysis buffer (10 mM HEPES pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, and 0.5 mM DTT) for 30 min at 4°C on a roller, collected by centrifugation (10,000*g*, 10 min), resuspended in 0.2 M H_2_SO_4_, incubated on ice for 1–2 h and dialyzed in dialysis tubing (Spectrum Spectra/Por Dialysis Membrane Tubing, molecular weight cut-off 20 kD; 08-607-067; Thermo Fisher Scientific) against 0.1 M acetic acid (A6283; Sigma-Aldrich) for 1 h at 4°C and MQ-H_2_O overnight at 4°C. Protein concentrations were determined using a bicinchoninic acid assay (23225; Thermo Fisher Scientific). Acid extracted proteins were run on a 4–12% Bis–Tris gel (NP0322; Thermo Fisher Scientific) and transferred onto nitrocellulose membranes (926-31090; LI-COR Biosciences) for fluorescent detection or polyvinylidene fluoride membranes (45-3010040001; Kracheler scientific) for HPR detection. Membranes were blocked for 1 h at RT on a roller in blocking buffer (Intercept [PBS], 927-70001; LI-COR) for fluorescent detection or 5% skim milk in PBS + 0.1% (vol/vol) Tween-20 (P1379; Sigma-Aldrich) for HRP detection and probed with antibodies against acetylated histone lysines (Table S7) O/N at 4°C on a roller. Membranes were washed in PBS + 0.1% Tween-20 (P1379; Sigma-Aldrich) and incubated with secondary antibodies (Table S7) for 1 h at RT on a roller. For fluorescent detection, membranes were imaged and analyzed using an automated detection system (Odyssey, LI-COR). Acetylated histone H3 marks were normalized to pan H3 on the same membrane. For HRP detection, membranes were incubated with chemiluminescent HRP substrate (ECL, WBULS0500; Millipore) and exposed onto chemiluminescent film (GE healthcare). For detection of acetylated histone H4 lysine residues, membranes previously stained for an acetyl-histone H3 mark were incubated in 0.01% sodium azide (1 h RT), washed 3–4x in PBS and re-probed with an anti-acetyl H4 antibody. After exposure, membranes were washed in PBS and incubated with Ponceau S (A40000279; Thermo Fisher Scientific) for 5–10 min at RT. Exposed film and Ponceau S-stained membranes were scanned and staining intensity quantified with Fiji image analysis software. Acetylated histone H3 and H4 lysine bands were normalized to an abundance basic protein band at 50 kD on Ponceau S-stained membranes.

Table S7. Antibodies used for Western blots, CUT&Tag, and ChIP.

### RNA isolation

Total RNA was collected from cultured NSPCs, E12.5 dorsal telencephalon or E15.5 cortex tissue using a kit (RNeasy mini kit, 74104; QIAGEN) according to the manufacturer’s instructions and including the optional DNase I digest step. RNA quality and quantity were assessed on an automated electrophoresis system (Tapestation 4200, G2991BA; Agilent).

### RTqPCR

1 μg total RNA determined using a spectrophotometer (NanoDrop, Thermo Fisher Scientific) was used to generate cDNA using a cDNA synthesis kit (Superscript III, 18080051; Thermo Fisher Scientific) according to the manufacturer’s instructions. cDNA was amplified using sequence-specific primers (Table S8) on an automated real time PCR system (LightCycle 480; Roche).

Table S8. Primers used for RT-qPCR.

### Chromatin immunoprecipitation

Chromatin immunoprecipitating (ChIP) was performed as described (Voss et al, 2012a) using antibodies in Table S7. qPCR was performed using a LightCycle 480 instrument (Roche) and sequence-specific primers in Table S9.

Table S9. Primers used for Chromatin Immunoprecipitation qPCR.

### RNA sequencing and analysis

500 ng to 1 μg total RNA was used to generate sequencing libraries using a kit (TruSeq RNA prep kit v2, RS-122-2002; Illumina) according to the manufacturer’s instructions. Samples were sequenced (NextSeq500; Illumina) to give 66 bp paired end reads.

### Analysis of E12.5 dorsal telencephalon and E15.5 cortex RNA sequencing data

All samples were aligned to the mm10 build of the mouse genome using Rsubread (v1.24.1) (Liao et al, 2019). In all cases, at least 85% of fragments were successfully mapped. Fragments overlapping genes were the summarized using Rsubread’s featureCounts function. Genes were identified using Rsubread’s inbuilt annotation for the mm10 genome. All sex-specific genes–*Xist* and those unique to the Y-chromosome – were removed to avoid sex biases. Genes with no official symbol were also discarded. Differential expression analyses were then carried out using the limma (v3.40.6) (Ritchie et al, 2015) and edgeR (v3.26.8) (Robinson et al, 2010) software packages. Independent analyses were performed for each mouse background–C57BL/6 (*Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^) and FVB x BALB/c (*Tg(Kat6b)* versus *Kat6b*^*+/+*^).

For each dataset, expression-based filtering was first performed. For those samples from the C57BL/6 background, all genes that did not achieve a CPM greater than 1 in at least three samples were filtered. For those samples from the FVB x BALB/c background, all genes that failed to achieve a CPM greater than 1 in at least four samples were removed. In both cases, sample composition was then normalized using the TMM method (Robinson & Oshlack, 2010).

Following filtering and normalization, the data in each analysis was transformed to log_2_-CPM. Differential expression between the genotype groups from each genetic background was then assessed using linear models and robust empirical Bayes moderated t-statistics with a trended prior variance (robust limma-trend pipeline) (Phipson et al, 2016). In the case of the C57BL/6 background samples, the linear models incorporated four surrogate variables to remove variation caused by a dissection error present in some samples as well as a litter batch effect. These were calculated using limma’s wsva function. For the analysis of the FVB x BALB/c samples, a factor representing sample litter was included in the linear models, and sample weights were calculated using limma’s array weights function with default parameters (Liu et al, 2015).

### Analysis of NSPC RNA sequencing data

An index combining the mm10 build of the mouse genome and *sacB* genomic sequence was first built using Rsubread’s (v1.28.0) buildindex function. All samples were then aligned to this combined genome using Rsubread, achieving a mapping rate of at least 97% across all samples. Fragments overlapping genes were summarized using Rsubread’s featureCounts. Genes were identified using Rsubread’s inbuilt annotation to the mm10 genome. An additional line of annotation was added for the *sacB* sequence. Following fragment summarization, all genes with no symbol, ribosomal RNAs, non-protein coding immunoglobulin genes, predicted, unknown, and pseudo genes were all removed. Differential expression analyses were then carried out using limma (v3.40.6) and edgeR(v3.26.8). Independent analyses were conducted for each mouse genetic background - (*Kat6b*^*−/−*^ versus *Kat6b*^*+/+*^) and FVB x BALB/c (*Tg(Kat6b)* versus *Kat6b*^*+/+*^).

For each analysis, expression-based filtering was first performed. In each case, edgeR’s filterByExpr function was used with default parameters. Following filtering TMM, normalization was applied to each data set.

The NSC from the C57BL/6 background was analyzed using a robust limma-voom pipeline. Thus, the data were first transformed to log_2_-CPM with associated precision weights using voom (Law et al, 2014). Differential expression between the genotype groups was then assessed using linear models and robust empirical Bayes moderated t-statistics.

The NSC from the FVB x BALB/c background was analyzed using a robust limma-voom with sample weights pipeline. Therefore, similarly to the C57BL/6 background analyses, the data was transformed to log_2_-CPM with associated precision weights using voom. Additional sample level weights were also calculated (limma voomWithQualityWeights function), and differential expression between the genotype groups was assessed using linear models and robust empirical Bayes moderated t-statistics.

For all analyses discussed here, the Benjamini and Hochberg method was applied to control the FDR below 5%. Pathway analyses were conducted using limma’s goana and kegga functions. Multidimensional scaling plots, mean-difference (MD) plots, and barcode plots were generated using limma’s plotMDS, plotMD, and barcodeplot functions respectively. Heatmaps were generated using ComplexHeatmap.

### ATAC-sequencing and analysis

Using 50,000 NSPCs from *Kat6b*^*+/+*^ or *Kat6b*^*−/−*^ E12.5 dorsal telencephalon tissue, combined with 50,000 *Drosophila melanogaster* S2 cells spike-in (automated cell counter [Countess; Thermo Fisher Scientific Scientific]), ATAC-sequencing was performed as described (Buenrostro et al, 2015). Briefly, combined cells were lysed in 100 μl lysis buffer (10 mM Tris–HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% IGEPAL, and EDTA-free Complete protease inhibitors, made up in DNase-free H_2_O). Nuclei were collected by centrifugation (500*g*, 10 min, 4°C) and resuspended in 50 μl TD buffer and TDE1 transposase (Nextera, #20034197; Illumina). Samples were digested (30 min at 37°C), purified using the QIAGEN MinElute PCR purification kit (28004; QIAGEN) and amplified using NEBNext High-Fidelity PCR master mix (M0541S) and P5/P7 indexing primer combinations (Table S10) under the following conditions: 72°C, 5 min, 98°C, 30 s, 10x cycles, 98°C, 10 s, 63°C, 30 s, 72°C, 1 min. Amplified samples were size-selected using 1.3x volumes AMPure beads (A63880; Beckman Coulter), eluted in 20 μl nuclease-free H_2_O and analyzed using a D1000 Tape and 4200 Tapestation (Agilent). Samples were processed on a high-throughput sequencing machine (NextSeq 2000; Illumina).

Table S10. Nextera i5 and i7 indexing primers and generic p5 and p78 sequencing primers used in CUT&Tag and ATAC-sequencing.

Following sequencing-read quality control, reads were aligned to the *Mus musculus* (mm39) and *D. melanogaster* (Dme1R6.32) genomes using Rsubread 2.12.3 (Liao et al, 2019). Mouse library sizes were normalized to *Drosophila* reads as controls, i.e., assuming that total *Drosophila* coverage should be equal across samples. Coverage was assessed across nonoverlapping 5 bp bins using the deepTools program (Ramírez et al, 2016). Read counts were obtained using the featureCounts function and the inbuilt mm39 annotation in Rsubread for gene promoters (TSS + 1 kb upstream) and transcription end sites (TES + 1 kb) of protein coding genes. Discontinued Entrez Gene IDs were excluded from analysis and genes with low counts were filtered using the filterByExpr function in edgeR. Counts were also obtained for active NSPC enhancers, defined as H3K4me1^+^/H3K27ac^+^, based on GSM2406793 and GSM2406791 (Bertolini et al, 2019). Enhancer regions overlapping with promoters or TES elements were removed. BEDTools (Quinlan & Hall, 2010) was used to identify overlapping H3K4me1/H3K27ac enriched regions. Differential accessibility upon gain or loss of *Kat6b* was assessed using quasi-likelihood generalized linear models in edgeR (Chen et al, 2016, 2024 *Preprint*).

### CUT&Tag sequencing and analysis

Cleavage Under Targets and Tagmentation (CUT&Tag) sequencing was performed using 50,000 NSPCs combined with 50,000 *D. melanogaster* S2 cells, as described in Kaya-Okur et al (2019), with minor modifications as described (Wichmann et al, 2022), using antibodies against H3K9ac, H3K14ac, H3K23ac, or RNA polymerase II, subunit A (POLR2A) (Table S7) and indexing primers (Table S10). Libraries were sequenced (NextSeq 2000; Illumina).

Reads were aligned to the *M. musculus* (mm39) and *D. melanogaster* (Dme1R6.32) genomes using Rsubread. Mouse library sizes were normalized using the *Drosophila* read content and normalized read abundance assessed at the following genomic regions.

(i) Gene promoters, defined as up to 1 kb upstream of the TSS to the TSS of protein coding genes.
(ii) Active NSPC enhancers, defined as H3K4me1^+^H3K27ac^+^, based on GSM2406793 and GSM2406791 (Bertolini et al, 2019).

Enhancer regions overlapping with a promoter or TES downstream regions were removed. Overlapping and nonoverlapping H3K4me1 and H3K27ac enriched regions were identified using BEDTools. The number of reads pairs overlapping each genomic region was summarized using Rsubread’s featureCounts function (Liao et al, 2014). Coverages for non-overlapping 5 bp bins were computed using deepTools. Differential coverages upon gain or loss of *Kat6b* were assessed using quasi-likelihood generalized linear models in edgeR (Chen et al, 2016, 2024 *Preprint*).

### Statistics

The specific statistical tests employed and the number of biological replicates for each experiment is detailed in the figure legends. Statistical analyses were performed in Prism Graphpad Version 8.3.1 for Mac (GraphPad Software), except the analyses of the RNA-sequencing, ATAC-seq and CUT&Tag sequencing data, which are provided above in the methods sections.

## Supplementary Material

Reviewer comments

## Data Availability

The RNA-sequencing, CUT&Tag sequencing, and ATAC-sequencing data are accessible at NCBI GEO under the accession numbers GSE280783 (NSPC RNA-seq data), GSE280784 (developing cortex RNA-seq data), GSE267672 (CUT&Tag data) and GSE267675 (ATAC-seq data).

# Supplementary material for: KAT6B is required for histone 3 lysine 9 acetylation and SOX gene expression in the developing brain
**Source:** Life Sci Alliance. 2024 Nov 13;8(2):e202402969. doi: 10.26508/lsa.202402969
**Supplement:** Supplementary file 13

**Supplemental Table 5: Genotyping primers**

| Targeted sequence | Primer sequence 5’ –> 3’ | PCR amplicons |
| --- | --- | --- |
| *Kat6b+*  *Kat6b –* | F1 TGCCTCAGAAAGCCATTACC  F2 CAGACAAATCAGCCCCAGAT  R GAGGCTCAGGGCTACAAGTG | WT = 230 bp  Del = 600 bp |
| *sacB (in BAC)* | F CAACTCAATCGACAGCTGGA  R GGCTTTGTTTGCCGTAATGT | sacB = 190 bp |
| *Kat6b-V5* | F CACGGCTACATGAACACAGG  R AGGCTTTCTTTCTGCTGCAT | WT = 229  V5 tag = 510 |
| *Sox2-GFP* | F AAGTTCATCTGCACCACCG  R TCCTTGAAGAAGATGGTGCG | Sox2-GFP = 173 bp |

# Supplementary material for: KAT6B is required for histone 3 lysine 9 acetylation and SOX gene expression in the developing brain
**Source:** Life Sci Alliance. 2024 Nov 13;8(2):e202402969. doi: 10.26508/lsa.202402969
**Supplement:** Supplementary file 14

**Supplemental Table 6: Antibodies used for flow cytometry and immunofluorescence**

| Antibody | Catalogue number | Source |
| --- | --- | --- |
| Anti-SSEA1 | 347420 | BD Biosciences |
| Anti-CD133-APC | 17-1331-81 | eBioscience |
| Anti-mouse PE | N/A | In house |
| Anti-O4 AlexaFluor 594 | FAB1326T | R&D |
| Anti-βIII tubulin-PERCPCy5.5 | IC1195C | R&D |
| Anti-S100β | Ab52642 | Abcam |
| Anti-GFAP-AlexaFluor 488 | 53-9892-82 | Invitrogen |
| Anti-SOX2-APC | IC2018A | R&D |
| Anti-rabbit AlexaFluor 555 | A27039 | ThermoFisher |
| Fixable LIVE/DEAD^TM^ Violet Dead Cell Marker | L34964 | ThermoFisher |
| Anti-βIII tubulin | Promega | G7121 |
| Anti-GFAP | Dako | Z0334 |
| Anti-O4 AlexaFluor 488 | FAB1326G | R&D |
| Goat anti-mouse AlexaFluor 546 | A11003 | Invitrogen |
| Goat anti-rabbit AMCA | 711-155-152 | Jackson Immunoresearch |

# Supplementary material for: KAT6B is required for histone 3 lysine 9 acetylation and SOX gene expression in the developing brain
**Source:** Life Sci Alliance. 2024 Nov 13;8(2):e202402969. doi: 10.26508/lsa.202402969
**Supplement:** Supplementary file 15

**Supplemental Table 7: Antibodies used for western blots, CUT&Tag and ChIP**

| Antibody | Concentration for western immunoblotting | Catalogue | Source |
| --- | --- | --- | --- |
| Anti-H3K4ac |  | 07-539 | Millipore |
| Anti-H3K9ac | 1:5000 | 9649 | Cell Signaling |
| Anti-H3K9ac | 1:5000 | 13001 | Epicypher |
| Anti-H3K14ac | 1:5000 | 7627 | Cell Signaling |
| Anti-H3K14ac | 1:1000 | Ab53946 | Abcam |
| Anti-H3K18ac | 1:2000 | Ab1191 | Abcam |
| Anti-H3K23ac | 1:5000 | 07-355 | Millipore |
| Anti-H3K27ac | 1:5000 | Ab4729 | Abcam |
| Anti-H3K56ac | 1:5000 | Ab76307 | Abcam |
| Anti-H4K5ac | 1:5000 | 07-327 | Millipore |
| Anti-H4K8ac | 1:5000 | 07-328 | Millipore |
| Anti-H4K12ac | 1:5000 | Ab46983 | Abcam |
| Anti-H4K16ac | 1:5000 | 07-329 | Millipore |
| RNA Polymerase II Subunit A (POLR2A), carboxy-terminal domain | not used in western blots | 05-623  clone CTD4H8 | Sigma |
| Guinea Pig anti-rabbit IgG | 1:100 | ABIN101961 | Antibodies online |
| Anti-mouse IRDye® 800 | 1:10000 | 926-32210 | Li-COR |
| Anti-Rabbit IRDye® 680 | 1:10000 | 926-68071 |  |
| Anti-rabbit HRP-conjugated IgG secondary | 1:10000 | NAV934v | Sigma |

# Supplementary material for: KAT6B is required for histone 3 lysine 9 acetylation and SOX gene expression in the developing brain
**Source:** Life Sci Alliance. 2024 Nov 13;8(2):e202402969. doi: 10.26508/lsa.202402969
**Supplement:** Supplementary file 16

**Supplemental Table 8: Primers used for RT-qPCR**

| Targeted sequence | Primer sequence 5’ –> 3’ | Reference |
| --- | --- | --- |
| *Kat6b (mouse)* | F GTGCTTTTCCGTCCTCACTCC  R CACGATTTGACTCTTTAGTCCCC | Designed *de novo* |
| *Gapdh (mouse)* | F TGCACCACCAACTGCTTAGC  R GGCATGGACTGTGGTCATGAG | Wichmann et al., 2022 |

# Supplementary material for: KAT6B is required for histone 3 lysine 9 acetylation and SOX gene expression in the developing brain
**Source:** Life Sci Alliance. 2024 Nov 13;8(2):e202402969. doi: 10.26508/lsa.202402969
**Supplement:** Supplementary file 17

**Supplemental Table 9: Primers used for Chromatin Immunoprecipitation qPCR**

| Targeted sequence | Primer sequence 5’-3’ | Distance from TSS | Reference |
| --- | --- | --- | --- |
| *Sox2* | F GAGCTTCTTTCCGTTGATGC  R TTCCCTACTCCACCAACCTG | -263 bp | Designed de novo |
| *Pax6* | F TTTAAACTCTGGGGCAGGTC  R GTGGGGTGTCAGGTGAGTCT | -100 bp | Designed de novo |

*TSS = Transcription start site

# Supplementary material for: KAT6B is required for histone 3 lysine 9 acetylation and SOX gene expression in the developing brain
**Source:** Life Sci Alliance. 2024 Nov 13;8(2):e202402969. doi: 10.26508/lsa.202402969
**Supplement:** Supplementary file 18

**Supplemental Table 10: Nextera i5 and i7 indexing primers and generic p5 and p78 sequencing primers used in CUT&Tag and ATAC-sequencing (Mezger et al., 2018)**

| Name | Index sequence | Full sequence |
| --- | --- | --- |
| v2_P5.61 | CGATAGGG | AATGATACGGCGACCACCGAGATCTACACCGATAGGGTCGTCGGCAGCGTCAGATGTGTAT |
| v2_P7.60 | TTTAATGC | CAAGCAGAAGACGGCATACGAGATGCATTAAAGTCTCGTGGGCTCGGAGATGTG |
| v2_P7.63 | ATGATGAT | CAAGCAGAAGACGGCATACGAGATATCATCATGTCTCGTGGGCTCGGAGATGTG |
| v2_P7.65 | TAACAACA | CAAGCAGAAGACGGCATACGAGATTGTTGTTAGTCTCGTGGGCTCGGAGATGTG |
| v2_P7.67 | CATCGACC | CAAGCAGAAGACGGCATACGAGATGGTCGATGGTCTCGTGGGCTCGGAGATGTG |
| v2_P7.69 | CGGCCAAT | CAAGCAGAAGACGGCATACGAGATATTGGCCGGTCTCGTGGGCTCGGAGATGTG |
| v2_P7.78 | CGCCGTGC | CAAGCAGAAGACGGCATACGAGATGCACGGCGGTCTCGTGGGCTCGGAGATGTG |
| v2_P7.80 | CATTTCGA | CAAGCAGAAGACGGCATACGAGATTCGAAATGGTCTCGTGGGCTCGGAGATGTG |
| v2_P7.81 | GCTTGCCA | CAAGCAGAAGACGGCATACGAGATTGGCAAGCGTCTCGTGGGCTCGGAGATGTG |
| Illumina P5 | N/A | AATGATACGGCGACCACCGA |
| Illumina P7 | N/A | CAAGCAGAAGACGGCATACGAGAT |

How the deposited data were processed for this re-analysis (not part of the article)

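The data were CUT&Tag libraries for H3K9ac, H3K14ac, H3K23ac and POLR2A from NSPCs of E12.5 mouse embryos, 56 libraries in 14 conditions of 4. *Kat6b*-/- and *Kat6b*+/+ libraries on the C57BL/6 background were made with all 4 antibodies, and *Tg(Kat6b)* and *Kat6b*+/+ libraries on the FVBxBALB/c background with H3K9ac, H3K23ac and POLR2A. The labels and the paper's methods place the cells at passage 3 to 5, and the legends of Figs 1 and S4 place them at passage 5. The ATAC-sequencing and RNA-sequencing data were not used here, apart from the paper's RNA log2 fold changes in its source data.

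According to the methods, the authors aligned the reads to the mouse and *Drosophila* genomes and deposited whole-number read pair counts per region, without normalization. The counts cover promoters, gene bodies, 1 kb downstream of transcription end sites, and active enhancers. The legends and the methods define those enhancers by H3K4me1 and H3K27ac, and Table S1 names them by H3K4me3 and H3K27ac; the names in the counts follow the first. All 224 sample files were identical to the columns of the tables that combine them. The authors scaled libraries with *Drosophila* spike-in reads. The files hold no such reads, so that step was not repeated, and every value here is relative to the other regions of the same library. Gene symbols were taken from RefSeq for GRCm38.p6 by Entrez ID, which matched 20091 of 20113 genes, and no coordinates were taken from it.

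Each comparison was fitted on the libraries of 1 antibody and 1 background with edgeR 4.0.16 in R 4.3.3. Low regions were removed with edgeR's expression filter, libraries were scaled by TMM, and the quasi-likelihood test of edgeR 4 with its default settings was used without the earlier separate dispersion step. Adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. CPM on the log2 scale used a prior count of 2. Gene sets were tested two-sided with camera, at a preset correlation of 0.01, and fry from limma 3.58.1, with p-values adjusted over the 4 set tests; the calls of camera for the *Sox* genes and the 20 brain development genes under H3K9ac hold under fry. Ratios of region totals were compared with two-sided exact permutation tests over 70 arrangements, and correlations across genes with 100000 resamples. These exact tests cannot go below p = 0.0286 with 4 libraries against 4.

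Genes and regions named in the text were every gene the paper names beside its CUT&Tag results and, for each antibody and kind of region, the 3 with the smallest p-values past the threshold. This rule, the design and the alternatives were set before the data were examined, except where the text says otherwise. The alternatives were library sizes without TMM, the TES downstream totals as library sizes, other filters with at least 1 count in a region or at least 10 counts in every library, DESeq2 1.42.0 with its size factors, edgeR's legacy robust test, the replicate number as a block, all backgrounds of an antibody in 1 fit, and each library left out in turn. The copy of Table S1 used here holds 1476 regions of each kind, fewer than the text reports for gene bodies, so no overlap with it was tested.

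The fits were tested on simulated data, with counts drawn from the real means and library sizes. In these data 200 regions changed by a log2 fold change of 1, at a dispersion of 0.02 shared by all regions. The changed regions were drawn from those above a floor of expected counts in every library. Recovery of smaller changes or of low regions was not tested. edgeR recovered 91% of the changed regions among 9577 H3K9ac promoters, 95% among 16267 H3K9ac gene bodies, 96.5% among 15984 H3K14ac gene bodies and 98% among 1471 POLR2A enhancers. Of the calls, 4.21%, 2.56%, 4.46% and 4.39% were unchanged regions, in the same order. DESeq2 recovered 84%, 93%, 92.5% and 90.5%. Depth per library is given beside the results. Read pairs from amplified libraries are not independent molecules, so the counts carry more than counting error. Brain development and neural precursor proliferation gene lists beyond those in the source data are not named in the files used, and relations over the full lists were left out.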

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

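Apart from the splits of the libraries, the tests in this part were chosen only after the results had been seen. The gap between the outermost library and the next, divided by the range of its group of 4, was compared with Dixon's critical value of 0.83 for library totals, ratios and the CPM of named regions. Of 260 groups, 26 passed it, where chance gives about 13.

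Among these, 8 fell on 1 library, H3K14ac *Kat6b*+/+ replicate 4, out of 34 groups of H3K14ac *Kat6b*+/+ libraries tested. Its gene body CPM was high for *Nkx2-2* at 179, *Pax6* at 298, *Sox4* at 140, *Marcks* at 102, *Gprc5b* at 356, *Klf4* at 106 and *Kat6b* at 222 after TMM, and its enhancer at mm9 position 86017709 of chromosome 17 was low at 71.4 CPM, against 389 to 450 (450.5 at most) in the other *Kat6b*+/+ libraries. A swapped or mixed *Kat6b*-/- library is argued against by its *Kat6b* CPM before TMM of 223, above the 181 to 187 of the other *Kat6b*+/+ libraries and the 48.9 to 51.1 of the *Kat6b*-/- libraries. Its gene body total of 4300491 was the highest of the *Kat6b*+/+ libraries, where the others held 3691039 to 4063615. The *Kat6b*-/- libraries were deeper, with 4852959 to 6628627 read pairs. Their mean CPM was below that of this library, at 130 for *Nkx2-2*, 271 for *Pax6*, 93.5 for *Sox4*, 61.9 for *Marcks*, 307 for *Gprc5b* and 88.0 for *Klf4*. This argues against depth as the source at these genes, unless the genotype itself lowered them. At the enhancer their mean was lower as well, at 17.6 CPM, which does not argue against depth there. A biological difference between embryos was not tested and stays open, and *Kat6b*+/+ replicate 4 moves the H3K14ac counts of the next part.

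*Kat6b*-/- replicate 3 stood apart for H3K9ac at enhancers at the start of chromosomes 9 and 12, with 5991 CPM at mm9 position 3005252, 3920 CPM at 3032323 and 36292 CPM at 3110474, against at most 1569, 929.6 and 10807 CPM in the other *Kat6b*-/- libraries. At position 3005252 *Kat6b*+/+ replicate 2 was low at 333 CPM. Without *Kat6b*-/- replicate 3, 3 of these 3 enhancers still passed the threshold, so that library alone may not account for the difference. Reads shared between repeated sequences were not tested, and no biological explanation was tested.

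The remaining outermost values were spread over antibodies and genotypes. For POLR2A, *Tg(Kat6b)* replicate 4 had a low depth, with 1426805 read pairs in gene bodies, 92069 in enhancers and 68194 downstream of TES. The POLR2A log2 ratio of *Kat6b*-/- replicate 1 was 0.90, the *Kat6b* CPM of *Kat6b*-/- replicate 2 was 140.03, the *Hes5* promoter of *Kat6b*+/+ replicate 4 was at 875.5 CPM, the *Sox11* promoter of *Kat6b*-/- replicate 4 at 437 CPM, and the enhancer at mm9 position 10380372 of chromosome 17 in *Kat6b*+/+ replicate 4 at 515 CPM. For H3K9ac, *Nkx2-2* was at 7.18 CPM and *Sox11* at 73.7 CPM in *Kat6b*-/- replicate 4, and *Fgf13* at 125 CPM in *Kat6b*+/+ replicate 1 on the FVBxBALB/c background. For H3K14ac, *Marcks* was at 55.3 CPM in *Kat6b*-/- replicate 4. For H3K23ac, *Kat6b* was at 141 CPM in *Kat6b*+/+ replicate 4 of the FVBxBALB/c background and at 1773 CPM in *Tg(Kat6b)* replicate 1. No explanation was tested for these single values, whose number is near what chance gives.

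The paper's methods name a test of CUT&Tag coverage upon gain of *Kat6b*, and its text gives no result of it. Against *Kat6b*+/+ on the FVBxBALB/c background, 300 gene bodies passed the threshold for H3K9ac, 124 for H3K23ac and 402 for POLR2A, most of them higher. *Kat6b* had log2 fold changes of 3.08, 3.77 and 2.87 in this order, and *Dupd1* 3.02, 3.88 and 3.00. *Tg(Kat6b)* mice carry a BAC transgene of *Kat6b*, and extra copies add reads under any antibody. The rise at *Kat6b* therefore does not show a change of acetylation or POLR2A. Whether the transgene also carries *Dupd1* was not tested. Of the 35 splits of the 8 libraries into 4 and 4, 2 gave as many for H3K9ac, 1 for H3K23ac and 1 for POLR2A, the real split included. For H3K9ac the other split, of *Tg(Kat6b)* replicate 1 and *Kat6b*+/+ replicates 2, 3 and 4 against the rest, gave 699, so chance is not excluded there. Without genes on chromosomes X and Y, 40 were higher and 26 lower for H3K9ac, 6 and 21 for H3K23ac, and 20 and 33 for POLR2A, so that most were then lower for H3K23ac and POLR2A. A large part of the higher calls was X-linked, 149 of 235 for H3K9ac, 78 of 89 for H3K23ac and 296 of 326 for POLR2A, and the median log2 fold change of X-linked gene bodies was 0.29, 0.32 and 0.61. A different sex chromosome content of the libraries was weighed with 2 measures of the single-copy Y genes *Uty*, *Kdm5d*, *Ddx3y* and *Eif2s3y*. The first measure was their gene body counts. A Y chromosome absent from *Tg(Kat6b)* embryos should leave every *Tg(Kat6b)* library far below every *Kat6b*+/+ library. The highest CPM in a *Tg(Kat6b)* library divided by the lowest in a *Kat6b*+/+ library was 1.13 for H3K9ac, 1.65 for H3K23ac and 0.942 for POLR2A. This argued against an absent Y chromosome. The counts were still lower in *Tg(Kat6b)*, with median log2 fold changes of −0.78 for H3K9ac, −0.26 for H3K23ac and −0.52 for POLR2A. For POLR2A every *Tg(Kat6b)* library, at 375 CPM or less, lay below every *Kat6b*+/+ library, at 398 CPM or more. The second measure, the promoter counts of the same Y genes, and its floor of 3 counts were chosen after the first had been seen. For H3K9ac these were 0 to 1 in *Tg(Kat6b)* libraries and 29 to 67 in *Kat6b*+/+ libraries, and for POLR2A 0 to 1 and 49 to 74. For H3K23ac they were 0 to 2 and 3 to 8, too few to decide. A different sex of the embryos is therefore a candidate explanation for H3K9ac and POLR2A, mainly by the promoters. The Y gene body counts fell in the same direction, and why they did not fall further remains unexplained. Whether those reads belong to similar sequences elsewhere was not tested. An effect of the transgene on the X chromosome was not tested either.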

How the results depend on the processing

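The scalings on the paper's Table S1 and without chromosomes X and Y were chosen after seeing the data. Where a value changed, the cause was not tested, except that fewer genes are tested without chromosomes X and Y. With the TES downstream totals as library sizes the median log2 fold change of all H3K9ac promoters moved to −0.37 and of enhancers to −0.33, without TMM that of H3K9ac enhancers to −0.13 and of H3K23ac enhancers to −0.31, and on the scale of Table S1 those of H3K9ac promoters, gene bodies and enhancers to −0.20, −0.20 and −0.33. Directions are relative to the other regions.

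Reduced H3K9ac promoters numbered 4213 with the TES downstream totals (13 higher, 99.7% of calls lower against 37.2%), 30 without a filter, 0 under DESeq2 and 918 on the scale of Table S1. Reduced gene bodies numbered 328 under DESeq2 and 6804 on the scale of Table S1, and the share of calls that were lower was 63.4% with the TES downstream totals against 53.3%. Reduced enhancers numbered 11 without TMM (42.3% of calls lower against 12.5%), 358 with the TES downstream totals (96.0%), 14 without a filter, 0 under DESeq2, 1 with all backgrounds in a single fit and 302 on the scale of Table S1. Reduced POLR2A promoters numbered 0 with the TES downstream totals and 0 without a filter, and reduced POLR2A enhancers 2 with at least 10 counts in every library, 4 under the legacy test and 4 with all backgrounds. Increased H3K14ac promoters numbered 42 under DESeq2, gene bodies 1363 with the TES downstream totals, and enhancers 71 under DESeq2. The share of H3K14ac calls that were lower was 61.8% at promoters, 45.7% without TMM, 51.2% with the TES downstream totals and 88.1% under DESeq2. At gene bodies it was 43.4%, and 33.0%, 19.4% and 52.2% under these settings in the same order. At enhancers it was 56.7%, and 37.3%, 66.0% and 69.7%. In *Tg(Kat6b)*, changed H3K9ac gene bodies numbered 126 under DESeq2 and 66 without chromosomes X and Y, H3K23ac 44 under DESeq2, 51 with all backgrounds and 27 without X and Y, and POLR2A 53 without X and Y.

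The gene body total in place of the promoter total gave log2 ratio differences of −4.55e-04 for H3K9ac, 0.0056 for H3K23ac, 0.0042 for POLR2A and 0.037 for H3K14ac. R squared was 0.0182 for H3K9ac and 0.0210 for H3K14ac with log2 RPKM, 0.335, 0.189 and 0.0163 for H3K9ac, H3K14ac and H3K23ac without a filter, and 0.534, 0.48 and 0.614 with POLR2A over the gene body. The correlation with RNA was 0.242 for brain development and −0.115 for neural precursor proliferation genes with promoters. Without the gene with the largest RNA change it was 0.368 for the former and 0.376 for the latter. The POLR2A median of the *Sox* genes was −0.072 with the TES downstream totals. POLR2A at *Sox4* was then −0.062 and at *Sox8* −0.072, and at *Sox8* −0.012 without a filter. H3K14ac at *Sox21* was 0.0062 with the TES downstream totals, and at *Gprc5b* −0.0021 with at least 10 counts in every library and −0.0031 under DESeq2. On the scale of Table S1, H3K9ac at *Sox5* was −0.079 and at *Sox10* −0.17.

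The paper's text and the labels do not say that equal replicate numbers mark a shared litter or batch, and the deviations of same-numbered libraries correlated at −0.311 to 0.148, which gives no sign that the numbers pair the libraries. With the replicate block, increased H3K14ac gene bodies numbered 512 and enhancers 101, changed H3K9ac gene bodies in *Tg(Kat6b)* 196, and the POLR2A median of the *Sox* genes and the value at *Sox8* were both −0.069.

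With 1 library left out in turn, reduced H3K9ac promoters ranged from 4 (without *Kat6b*+/+ replicate 1) to 19, gene bodies from 612 (without *Kat6b*+/+ replicate 1) to 1422, and enhancers from 1 (without *Kat6b*+/+ replicate 2) to 4. Reduced H3K23ac promoters ranged from 0 to 2 (without *Kat6b*-/- replicate 4), gene bodies from 1 to 34 (without *Kat6b*-/- replicate 4) and enhancers from 0 to 0; reduced POLR2A promoters from 3 (without *Kat6b*+/+ replicate 3) to 8 and enhancers from 0 to 5 (without *Kat6b*+/+ replicate 4). Increased H3K14ac promoters ranged from 145 (without *Kat6b*+/+ replicate 2) to 511 (without *Kat6b*+/+ replicate 4), gene bodies from 146 (without *Kat6b*-/- replicate 2) to 2072 (without *Kat6b*+/+ replicate 4) and enhancers from 40 (without *Kat6b*+/+ replicate 2) to 655 (without *Kat6b*+/+ replicate 4). In *Tg(Kat6b)*, changed H3K9ac gene bodies ranged from 153 (without *Tg(Kat6b)* replicate 2) to 646 (without *Tg(Kat6b)* replicate 1), H3K23ac from 68 (without *Tg(Kat6b)* replicate 1) to 226 (without *Kat6b*+/+ replicate 4) and POLR2A from 350 to 415. Ratio differences ranged from −0.36 to −0.33 for H3K9ac, −0.13 to −0.08 for H3K23ac, −0.20 (without *Kat6b*+/+ replicate 4) to 0.094 (without *Kat6b*+/+ replicate 1) for POLR2A and −0.042 to 0.013 (without *Kat6b*+/+ replicate 4) for H3K14ac. The median of the 20 brain development genes ranged from −0.45 to −0.42 for H3K9ac and −0.12 to −0.01 (without *Kat6b*+/+ replicate 4) for H3K14ac, and of the *Sox* genes from −0.40 to −0.31 for H3K9ac and −0.055 (without *Kat6b*+/+ replicate 1) to 0.079 for POLR2A. The sign also changed when at least 1 of the libraries was left out for H3K9ac at *Sox10*, from −0.057 (without *Kat6b*-/- replicate 1) to 0.11; for POLR2A at *Sox2*, from −0.016 (without *Kat6b*-/- replicate 3) to 0.25, *Sox4*, from −0.039 (without *Kat6b*+/+ replicate 1) to 0.064, *Sox8*, from −0.18 (without *Kat6b*-/- replicate 3) to 0.15, and *Sox11*, from −0.21 to 0.093 (without *Kat6b*+/+ replicate 2); and for H3K14ac at *Nkx2-2*, from −0.0047 (without *Kat6b*+/+ replicate 2) to 0.37, *Sox8*, from −0.040 (without *Kat6b*+/+ replicate 2) to 0.13, *Sox21*, from −0.15 to 0.13 (without *Kat6b*+/+ replicate 4), *Gprc5b*, from −0.036 (without *Kat6b*+/+ replicate 2) to 0.090, and *Klf4*, from −0.11 to 0.013 (without *Kat6b*+/+ replicate 4).

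Of the 95 named regions tested, 15 were weaker under DESeq2, 5 under the legacy test, 5 without a filter, 5 with the TES downstream totals (1 stronger), and 1 without TMM (1 stronger). With 1 library left out in turn, 35 of their values were weaker and 5 stronger. The H3K9ac set results kept their direction and their side of the threshold under every alternative run on them.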

Differences from the paper's values

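The paper's counts rest on spike-in scaled libraries, a step not repeated here. For H3K9ac the paper's 112 reduced promoters compare with 16 here, the paper's 3452 reduced gene bodies with 1308, and the paper's 44 reduced enhancers with 3. Figs 1M–O show about 0, about 53 and about 4 increased regions, read by eye, against 27, 1148 and 21. None of the alternatives set before the data were examined closed the gaps in the reduced regions. DESeq2 gave 0 increased promoters. For POLR2A the paper's 48 reduced enhancers compare with 0, and no alternative set before the data were examined closed this gap; about 1 increased enhancer in Fig S3F, read by eye, compares with 2, and library sizes without TMM, the TES downstream totals, at least 10 counts in every library, DESeq2, and leaving out *Kat6b*-/- replicate 1 or 2 or *Kat6b*+/+ replicate 1 or 3 each gave 1, whereas the legacy test gave 13 and all backgrounds in a single fit 12. An alternative chosen after seeing the data shifted the H3K9ac libraries onto the scale of the log2 fold changes in Table S1, and it gave 918 promoters, 6804 gene bodies and 302 enhancers.

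For H3K14ac the paper's 12180 increased promoters compare with 316 here, the paper's 15943 increased gene bodies with 862, and the paper's 5193 increased enhancers with 210. Figs S4H–J show about 2 reduced regions of each kind, read by eye, against 511, 660 and 275. None of the alternatives set before the data were examined closed these gaps. The regions tested here numbered 12204, 16003 and 5191.

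Fig S3A gives an R squared of about 0.55 for H3K9ac, about 0.46 for H3K14ac and about 0.63 for H3K23ac, read by eye, against 0.00199, 0.00487 and 2.57e-04 here. With POLR2A over the gene body the values were 0.534, 0.48 and 0.614, and neither log2 RPKM nor the unfiltered genes closed the gaps.

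Of the 20 log2 fold changes of H3K9ac in the source data of Fig 2F, 14 differed from those here by more than the larger SD of log2 CPM, and all were lower in the paper, by −0.22 to −0.21. The paper's values and those here were −0.93 and −0.72 for *Sox1*, −0.72 and −0.51 for *Nck1*, −0.60 and −0.39 for *Sall1*, −0.91 and −0.69 for *Stmn3*, −0.76 and −0.55 for *Svbp*, −0.58 and −0.36 for *Pax6*, −0.58 and −0.36 for *Sox8*, −0.55 and −0.35 for *Sox21*, −0.66 and −0.45 for *Id2*, −0.56 and −0.35 for *Sox4*, −0.54 and −0.34 for *Cln8*, −0.55 and −0.34 for *Gprc5b*, −0.59 and −0.39 for *Marcks* and −0.57 and −0.36 for *Sox9*. Library sizes without TMM brought *Sox1* and *Svbp* within the spread, the TES downstream totals *Sox1*, *Stmn3* and *Svbp*, the replicate block *Svbp*, and leaving out single libraries *Sox1*, *Stmn3*, *Svbp*, *Pax6*, *Sox21*, *Marcks* and *Sox9*. No alternative set before the data were examined did so for *Nck1*, *Sall1*, *Sox8*, *Id2*, *Sox4*, *Cln8* and *Gprc5b*. The shift onto the scale of Table S1, chosen after seeing the data and taken from the paper's own values, brought 14 of the 14 within the spread, with all 20 genes within 0.0072 of the paper's. Over 1459 gene bodies of Table S1 the paper's log2 fold changes differed from those with library sizes alone by a median of −0.197 (scaled median absolute deviation 0.0033, r = 0.99982), and from those with TMM by a median of −0.212, so that close to 1 constant separates the values.

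The paper states that the 20 genes of Fig 2F gained H3K14ac. Relative to other gene bodies, 12 of 20 were lower here (11 of 20 with the TES downstream totals and 10 without *Kat6b*+/+ replicate 4). This does not contradict a gain shared by all gene bodies, which scaling removes. From read depth plots the paper proposes that POLR2A fell at *Sox2*, *Pax6* and other *Sox* genes. The counts compared here were those of *Sox* promoters, which end at the transcription start site and leave out the genes. Of these promoters, 5 of 11 tested were lower (7 with the TES downstream totals and 6 with the replicate block, without *Kat6b*+/+ replicate 1 or without *Kat6b*-/- replicate 3) and none passed the threshold. The paper also states that H3K23ac and POLR2A coverage was lower on both sides of transcription start sites, with spike-in scaled libraries. The ratio of promoter to TES downstream totals takes the upstream side only and cancels a shared change, so it is not the same measure. Its log2 difference here was −0.10 for H3K23ac (exact permutation p = 0.114). For POLR2A the difference was −0.0088 (exact permutation p = 1). This value depended on *Kat6b*+/+ replicate 4, whose log2 ratio was 0.58 against 1.27 to 1.47 in the other *Kat6b*+/+ libraries; without it the difference was −0.20 (exact permutation p = 0.0857), and without *Kat6b*+/+ replicate 1 it was 0.094.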

Other observations

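In this part the tests on chromosomes X and Y, *Otx2*, *Six3*, the histone and S phase genes and gene length were chosen only after the result was seen. Each count was compared with those from all 35 splits of its 8 libraries into 4 and 4, the real split included. For H3K9ac, *Kat6b*-/- against *Kat6b*+/+, 1 split gave as many reduced promoters, 1 as many reduced gene bodies and 9 as many reduced enhancers. For H3K23ac the numbers were 35, 4 and 35, for POLR2A promoters and enhancers 3 and 35, and for increased H3K14ac promoters, gene bodies and enhancers 1, 1 and 1.

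The H3K9ac log2 fold change of gene bodies fell with their H3K9ac density in *Kat6b*+/+ libraries of the other background, with a rank correlation of −0.577 over 16299 gene bodies. In the densest of 10 equal bins, 553 gene bodies were lower and 5 higher, and in the least dense 1 was lower and 285 higher. The same direction appeared for autosomal gene bodies of *Tg(Kat6b)* against *Kat6b*+/+, at −0.468. Across 9623 promoters the H3K9ac log2 fold change of *Kat6b*-/- against *Kat6b*+/+ had no such trend with the promoter level in the other background, with a rank correlation of −0.0041. With this trend removed, 301 of the 1308 reduced gene bodies were still reduced, 414 in all, so the trend may account for many of the calls and not for all of them. The median of the *Sox* genes went to −0.11 (10 of 13 lower, camera, adjusted p = 0.0129) and that of the 20 brain development genes to −0.21 (19 of 20 lower, camera, adjusted p = 1.92e-08). Past the threshold were then 2 of 13 and 6 of 20, against 8 and 20 before. The trend may thus account for much of the change at single genes, and by the set tests it does not account for the whole of either. For the 20 genes the set test is circular if the paper also chose them by H3K9ac. An earlier version of these set tests, which removed the trend more than once by mistake, had left neither set apart from other genes; it was corrected after its result had been seen. Lower signal over background in *Kat6b*-/- libraries and a loss of H3K9ac at dense regions both remain open for the gene bodies, and the promoters show no trend that either would explain. Leaving out the 100 regions with the most counts from each total, the H3K9ac promoter ratio differed by −0.38, which argues against a few regions as its source. Lower signal over background as a source of that difference was not tested and stays open.

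For H3K14ac, 58 X-linked gene bodies were lower and 10 higher in *Kat6b*-/-, and the single-copy Y genes had a median of −1.10. Their promoters held at least 36 counts in every *Kat6b*-/- library, which argues against a missing Y chromosome. The lower H3K14ac at *Otx2* and *Six3*, the promoters with the smallest p-values, might reflect cultures with different shares of the cells that express them. The H3K9ac gene body of *Otx2* instead rose, by 1.02 (adjusted p = 2.57e-04 from edgeR), which argues against it for *Otx2* if the same isolates served both antibodies. For *Six3* it was at −0.42 (adjusted p = 0.240), and the explanations cannot be told apart with 10 to 27 counts per library.

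Histone genes were chosen after lower POLR2A at their promoters had been seen. For POLR2A, 46 of 57 were lower with a median of −0.23 (fry, adjusted p = 0.00279), for H3K14ac 65 of 65 with −0.38 (fry, adjusted p = 0.00279), and for H3K9ac 28 of 59 with 0.03 (fry, adjusted p = 0.876). Fewer cells in S phase could lower them, and the promoters of S phase genes had a POLR2A median of −0.079 with 6 of 11 lower (camera, adjusted p = 0.471), which does not decide it; a first reading had taken this as evidence against it, and was changed after the result was seen. The same S phase genes had an H3K9ac median of −0.16 with 13 of 16 lower (camera, adjusted p = 0.0477) and an H3K14ac median of −0.0091 (camera, adjusted p = 0.854). Reads shared between histone gene copies also remain open. POLR2A fell further than H3K9ac at 43 of 54 promoters, which does not decide it, since the genes were chosen for their lower POLR2A.

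The R squared values with POLR2A over the gene body, given beside the paper's statement on *Kat6b*+/+ samples, hold gene length on both sides. The values per kilobase given there divide both by the same length and do not test this. With the smooth trend with log2 length removed from both, R squared was 0.486 for H3K9ac, which argues against length as the whole source, 0.312 for H3K14ac, of which length may account for a part, and 0.0144 for H3K23ac, for which length may account for most of the relation.

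In *Tg(Kat6b)* NSPCs the *Sox1* gene body had a log2 fold change of 2.39 for H3K9ac and 2.04 for POLR2A. The *Kat6b*+/+ libraries of this background held only 5 to 15 H3K9ac counts there, a mean of 5.99 CPM. On the C57BL/6 background the *Kat6b*+/+ mean was 50.9 CPM, above the 32.7 CPM of *Tg(Kat6b)*. The rise thus rests on low control counts, and other differences between the groups were not tested. The 10 neighbouring genes had an H3K9ac median of −0.070, from −0.30 to 0.45, which argues against extra copies of the whole region. A regulatory effect of KAT6B on *Sox1* is a hypothesis that these data leave open. The H3K9ac promoter to TES downstream ratio of *Tg(Kat6b)* differed from *Kat6b*+/+ by −0.13 (two-sided exact permutation p = 0.0571), that of H3K23ac by −0.0088 (exact p = 0.886) and that of POLR2A by −0.05 (exact p = 0.514).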
